# The pluripotency factor NANOG controls primitive hematopoiesis and directly regulates *Tal1*

**DOI:** 10.15252/embj.201899122

**Published:** 2019-02-27

**Authors:** Julio Sainz de Aja, Sergio Menchero, Isabel Rollan, Antonio Barral, Maria Tiana, Wajid Jawaid, Itziar Cossio, Alba Alvarez, Gonzalo Carreño‐Tarragona, Claudio Badia‐Careaga, Jennifer Nichols, Berthold Göttgens, Joan Isern, Miguel Manzanares

**Keywords:** erythropoiesis, gastrulation, *Nanog*, primitive hematopoiesis, *Tal1*, Development & Differentiation, Transcription

## Abstract

Progenitors of the first hematopoietic cells in the mouse arise in the early embryo from *Brachyury*‐positive multipotent cells in the posterior‐proximal region of the epiblast, but the mechanisms that specify primitive blood cells are still largely unknown. Pluripotency factors maintain uncommitted cells of the blastocyst and embryonic stem cells in the pluripotent state. However, little is known about the role played by these factors during later development, despite being expressed in the postimplantation epiblast. Using a dual transgene system for controlled expression at postimplantation stages, we found that *Nanog* blocks primitive hematopoiesis in the gastrulating embryo, resulting in a loss of red blood cells and downregulation of erythropoietic genes. Accordingly, *Nanog*‐deficient embryonic stem cells are prone to erythropoietic differentiation. Moreover, *Nanog* expression in adults prevents the maturation of erythroid cells. By analysis of previous data for NANOG binding during stem cell differentiation and CRISPR/Cas9 genome editing, we found that *Tal1* is a direct NANOG target. Our results show that *Nanog* regulates primitive hematopoiesis by directly repressing critical erythroid lineage specifiers.

## Introduction

Blood cells first appear during mouse development in the extraembryonic yolk sac at embryonic day (E) 7.5. These are primarily erythroid cells, needed to provide oxygen for the exponential embryo growth at these stages (Baron *et al*, 2012). This initial primitive hematopoiesis is not generated by hematopoietic stem cells, which first appear later in development (around E10.5) and provide the basis for definitive hematopoiesis (Jagannathan‐Bogdan & Zon, 2013).

The precursors of the first erythroid cells are already present at the initial stages of gastrulation, in the nascent mesoderm at the posterior end of the embryo (Lawson *et al*, 1991; Huber *et al*, 2004); moreover, detailed fate mapping suggests that these cells are specified in the epiblast before gastrulation (Kinder *et al*, 1999; Padron‐Barthe *et al*, 2014). Hematopoietic precursors are specified after the determination of the early mesoderm from the epiblast, which is driven by the sequential action of the transcription factors encoded by *Brachyury* and *Mesp1* and ends in the expression of FLK1 (encoded by *Kdr*), which marks most mesodermal cells at gastrulation (Pfister *et al*, 2007; Chan *et al*, 2013; Scialdone *et al*, 2016). Subsequently, primitive hematopoiesis progenitors start expressing a battery of lineage‐specific transcription factor genes such as *Tal1*,* Gata1*, and *Klf1* as they migrate to the extraembryonic region and generate the blood islands of the yolk sac (Dore & Crispino, 2011; Baron *et al*, 2012).

Despite the knowledge acquired in recent years on the regulation of gastrulation and lineage determination of blood cells, we still do not fully understand how hematopoietic precursors are specified from within the pool of common mesodermal cells present in the posterior‐proximal region of the gastrulating embryo. In other words, it remains unclear how the first differentiated cell type to appear in the postimplantation embryo (the primitive hematopoietic cells) is specified from a multipotent population of mesodermal progenitors, and how lineage‐specific genes are turned on in this rapid transition. In this study, we provide evidence for an involvement in this process of the homeobox transcription factor gene *Nanog*.

NANOG is a constituent of the core set of transcription factors, together with OCT4 and SOX2, involved in establishing and maintaining embryonic pluripotency, both in the blastocyst and in embryonic stem (ES) cells in culture (Chambers & Tomlinson, 2009). Loss of *Nanog* in the early blastocyst results in embryonic death at implantation (Mitsui *et al*, 2003); however, *Nanog*‐deficient ES cells are still able to maintain pluripotency, although they are prone to differentiate (Chambers *et al*, 2007). In the preimplantation embryo, *Nanog* is expressed throughout the epiblast. During implantation, *Nanog* is turned off, only to be re‐expressed at E6.0 in the posterior part of the epiblast, where the primitive streak will form and gastrulation takes place shortly after (Hart *et al*, 2004; Osorno *et al*, 2012). Later, expression is restricted to primordial germ cells, with *Nanog* playing a crucial role in their development (Chambers *et al*, 2007; Yamaguchi *et al*, 2009; Zhang *et al*, 2018). Aside from its function in the germline, there is little or no previous evidence for *Nanog* playing any other role in the postimplantation epiblast or in the gastrulating embryo.

Here, we show that sustained expression of *Nanog* beyond gastrulation blocks differentiation of red blood cells during primitive hematopoiesis. This phenotype can be recapitulated in the adult, where *Nanog* leads to an increase in the number of megakaryocyte–erythroid precursors (MEPs), possibly by blocking their differentiation. Hematopoietic differentiation of *Nanog*‐deficient ES cells is enhanced, further supporting the hypothesis that *Nanog* blocks the erythroid lineage in the epiblast of the gastrulating embryo. Furthermore, by re‐analyzing single‐cell RNA‐seq data from gastrulating embryos (Scialdone *et al*, 2016) and NANOG ChIP‐seq data in ES and epiblast‐like cells (Murakami *et al*, 2016), together with CRISPR/Cas9‐mediated genome editing, we found that NANOG directly represses the expression of the erythroid specifier *Tal1*. Together, these findings suggest that *Nanog* controls the early specification of hematopoietic cells from mesodermal precursors during gastrulation.

## Results

### *Nanog* blocks erythropoiesis in developing mouse embryos

*Nanog* loss of function is lethal at preimplantation stages (Mitsui *et al*, 2003), therefore preventing analysis of the putative role of Nanog later in development, when it is re‐expressed at the posterior part of the gastrulating embryo (Hart *et al*, 2004). To overcome this obstacle, we used an inducible TetON transgenic model (*Nanog* ^*tg*^) in which *Nanog* expression is induced by the administration of doxycycline (dox) (Piazzolla *et al*, 2014). We induced *Nanog* from E6.5 in order to prolong its expression beyond E7.5, when it is normally turned off (Hart *et al*, 2004), and examined the embryos at E9.5. Visual examination of freshly dissected dox‐treated embryos showed some growth retardation and craniofacial defects, but the most notable effect was a lack of blood (Fig 1A). To confirm this observation, we carried out whole‐mount *in situ* hybridization for *Hbb‐bh1*, which encodes the beta‐like embryonic hemoglobin (Wilkinson *et al*, 1987) and for *Redrum*, an erythroid‐specific long non‐coding RNA (Alvarez‐Dominguez *et al*, 2014; Paralkar *et al*, 2014). In untreated (control) *Nanog* ^*tg*^ embryos at E9.5, *Hbb‐bh1* labels primitive red blood cells that are distributed throughout the yolk sac. Expression of *Nanog* up to this stage resulted in near complete blockade of *Hbb‐bh1* expression (Fig 1A). *Redrum* is expressed in the developing aorta‐gonad‐mesonephros (AGM) region, surely from erythroid cells circulating along the aorta, and in the tail bud. *Nanog* induction led to loss of *Redrum* expression in the AGM region, but interestingly not in the tail bud that is not a site of embryonic erythropoiesis (Fig 1A). We also checked if the apparent lack of blood was accompanied by vascular defects. Immunostaining for Endomucin, expressed in embryonic endothelial cells, revealed no substantial differences at E9.5 between dox‐treated and untreated *Nanog* ^*tg*^ embryos, as is observed in the correct patterning of intersomitic vessels (Fig 1B). Furthermore, CD31 staining showed that yolk sac vasculature was equally unaffected in dox‐treated embryos (Fig EV1A). We also examined heart morphology at these stages, to address if other mesodermal derivatives showed developmental defects. Hearts of freshly dissected E9.5 dox‐treated embryos beat normally, and both overall morphology and histological sections showed no defects (Fig EV1B). Prolonged *Nanog* expression in the embryo thus causes a deficit in primitive red blood cells that is accompanied by lack of expression of erythroid‐specific genes, but does not affect early vascular or cardiac development.

**Figure 1:**
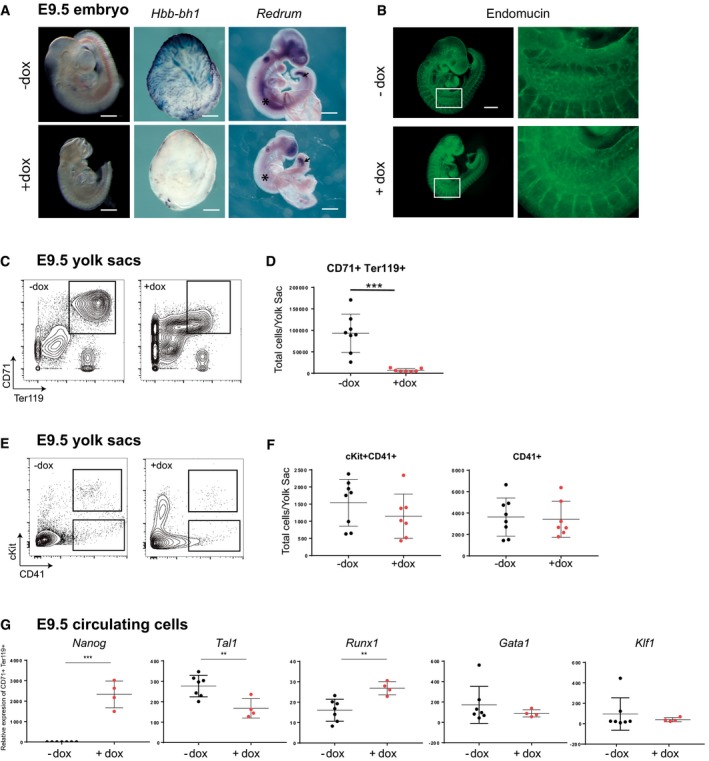
Effect of *Nanog* on erythropoietic development Dox‐induced prolongation of *Nanog* expression in *Nanog* ^*tg*^ embryos up to E9.5 results in lack of blood (left) and downregulation of erythropoietic gene expression. The center and right panels show whole‐mount *in situ* hybridization for *Hbb‐bh1* (in embryos with intact yolk sacs) and for the long non‐coding RNA *Redrum*. Asterisks mark the aorta‐gonad‐mesonephros (AGM) region and arrows the tail bud. Embryos of the same genotype but not treated with dox were used as controls (−dox). Scale bars, 500 μm.Endomucin staining of vessels in control (−dox) or treated (+dox) E9.5 *Nanog* ^*tg*^ embryos. On the right, higher magnifications of the boxed areas. Scale bar, 500 μm.Representative FACS plot of the distribution of the CD71 and Ter119 populations in dissected yolk sacs from untreated and dox‐treated E9.5 *Nanog* ^*tg*^ embryos.Quantification of the CD71^+^ Ter119^+^ population in controls (−dox, black dots; *n* = 8) and *Nanog* expressing (+dox, red dots; *n* = 7) E9.5 yolk sacs. Each replicate contained a pool of 5 (−dox) or 8 (+dox) E9.5 *Nanog* ^*tg*^ embryos. ***P < 0.0005; Student's *t*‐test. Horizontal line represents mean values and error bars standard deviation (SD).Representative FACS plots showing the distribution of cKit and CD41 populations in yolk sacs from untreated controls (−dox) and *Nanog* expressing (+dox) E9.5 *Nanog* ^*tg*^ embryos.Quantification of different progenitor populations in yolk sacs from control (−dox, black dots; *n* = 8) and *Nanog* expressing (+dox, red dots; *n* = 7) E9.5 embryos. Each replicate contained a pool of 5 (−dox) or 8 (+dox) E9.5 *Nanog* ^*tg*^ embryos. Horizontal line represents mean values and error bars SD.Differences in the expression levels of *Nanog* and selected hematopoietic genes in the CD71^+^ Ter119^+^ population of control (−dox; *n* = 7) and *Nanog* expressing (+dox; *n* = 4) E9.5 embryos. **P < 0.005, ***P < 0.0005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.

**Figure EV1:**
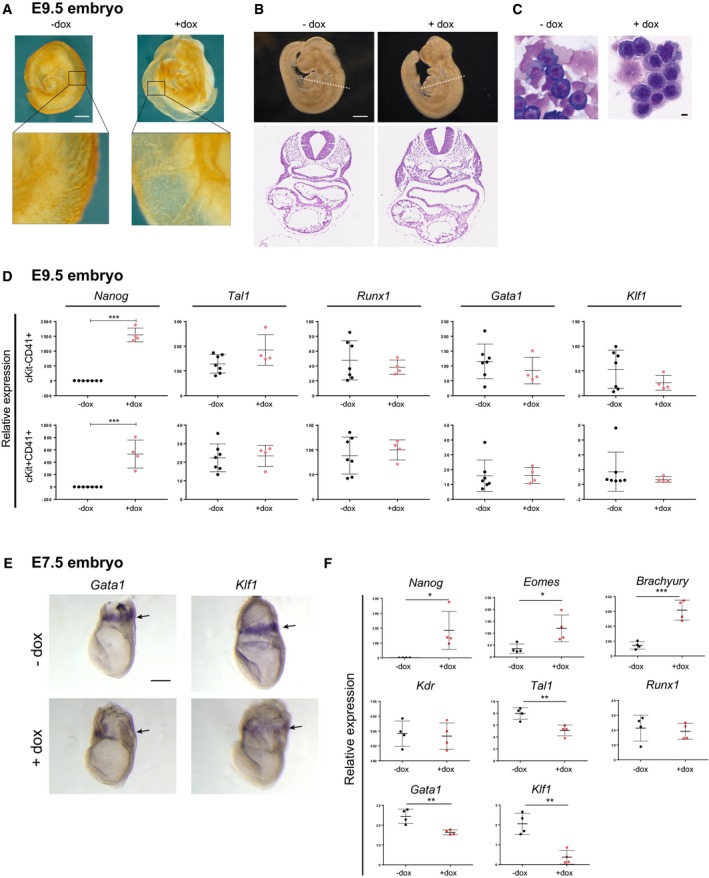
Developmental phenotype of sustained *Nanog* expression in the mouse embryo CD31 staining of yolk sac vasculature in control (−dox) or treated (+dox) E9.5 *Nanog* ^*tg*^ embryos. Below, higher magnifications of the boxed areas are shown. Scale bar, 500 μm.Heart morphology is not affected in dox‐treated (+dox) E9.5 *Nanog* ^*tg*^ embryos. Below, hematoxylin eosin staining of sections reveal normal development of the heart in treated (+dox). Dotted lines in upper panels indicate plane of sections. Scale bar, 500 μm (whole mounts), 250 μm (sections).Representative images of May‐Grünwald‐Giemsa stained cytospins from control (−dox) and dox‐treated (+dox) E9.5 embryos. Scale bar, 5 μm.Relative expression of *Nanog* and hematopoietic genes in cKit^+^CD41^+^ and cKit^−^CD41^+^ populations sorted from E9.5 control (−dox) and treated (+dox) embryos. *n* = 7 (−dox) or *n* = 4 (+dox); each replicate contained a pool of 5 (−dox) or 8 (+dox) E9.5 *Nanog* ^*tg*^ embryos. ***P < 0.0005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.Whole‐mount *in situ* hybridization for *Gata1* and *Klf1* of control (−dox) and treated (+dox) E7.5 *Nanog* ^*tg*^ embryos. Arrows indicate the location of blood islands in the extraembryonic yolk sac. Scale bar, 250 μm.Relative expression of *Nanog*, mesodermal (*Eomes*,* Brachyury*,* Kdr*), and hematopoietic (*Runx1*,* Tal1*,* Gata1*,* Klf1*) genes in single control (−dox) or treated (+dox) E7.5 embryos (*n* = 4). *P < 0.05, **P < 0.005, ***P < 0.0005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.

To characterize the effect of *Nanog* induction on hematopoiesis, we analyzed progenitors and red blood cells by flow cytometry of dispersed individual yolk sacs from E9.5 embryos using c‐Kit (a marker of early uncommitted progenitors), CD41 (erythroid progenitors; Mitjavila‐Garcia *et al*, 2002), CD71, and Ter119 (Borges *et al*, 2012). Dox‐treated *Nanog* ^*tg*^ embryos showed a dramatic reduction in erythroblast cells (CD71^+^ Ter119^+^; Fig 1C and D), which supports the above results. However, the total number of hematopoietic progenitor populations (cKit^+^CD41^+^ and CD41^+^, respectively) remained unchanged (Fig 1E and F). We examined the morphology of erythroblasts from circulating blood of E9.5 dox‐treated and untreated embryos by Giemsa staining (Fraser *et al*, 2007) and found that the few remaining primitive erythroid cells showed a normal morphology (Fig EV1C). Taken together, these results suggest that *Nanog* causes a blockade in hematopoietic progenitors, preventing their differentiation toward erythroblast cells.

### *Nanog* downregulates the expression of key erythroid determination genes

We next investigated how prolonged *Nanog* expression to E9.5 influences hematopoietic gene expression. For this, we isolated progenitor and mature populations by flow cytometry as described above (Fig 1C and D), and conducted RT–qPCR to examine the expression of core lineage determinants of hematopoietic fate: *Tal1*,* Runx1*,* Gata1*, and *Klf1* (Palis *et al*, 1999; Yokomizo *et al*, 2008; Kuvardina *et al*, 2015). Gain of *Nanog* expression in erythroblasts (CD71^+^ Ter119^+^ population) resulted in significant downregulation of *Tal1* and increase of *Runx1* (Fig 1G). However, despite consistent gain of *Nanog* expression, we did not observe differences of gene expression in earlier progenitors (Fig EV1D).

To examine whether similar changes occur at earlier stages, we induced *Nanog* expression from E5.5 to E7.5, a time window spanning initiation of primitive hematopoiesis. Whole‐mount *in situ* hybridization showed decreased expression of *Gata1* and *Klf1* in the extraembryonic region, corresponding to the blood island domain (Fig EV1E). RT–qPCR of individual dox‐treated or control E7.5 *Nanog* ^*tg*^ embryos showed decreased expression of the core erythropoietic genes *Tal1*,* Gata1*, and *Klf1* but no change in *Runx1* (Fig EV1F). A possible explanation for our observations would be that *Nanog* expression causes a general blockade of mesodermal specification, with the downregulation of early hematopoiesis genes being merely a secondary effect of this. We therefore tested the expression of lineage determinants expressed at gastrulation (*Brachyury* and *Eomes*) and the early mesodermal gene *Kdr* (Shalaby *et al*, 1995; Palis *et al*, 1999). Exogenous *Nanog* induced the expression of both *Brachyury* and *Eomes*, in line with published data (Teo *et al*, 2011), but did not alter *Kdr* expression (Fig EV1F). Together, these results suggest that *Nanog* blocks erythroid fate and is able to specifically downregulate the early expression of erythropoietic genes during the initial determination of primitive hematopoiesis.

### *Nanog*‐induced hematopoietic defects are cell intrinsic

The results presented so far suggest that *Nanog* blocks specifically erythroid progenitors during primitive hematopoiesis. To test if this is the case, we aimed to rescue the observed genotype by generating chimeric embryos by injection of wild‐type ES cells constitutively expressing GFP (Diaz‐Diaz *et al*, 2017) into *Nanog* ^*tg*^ blastocysts. The resulting embryos were treated *in utero* with dox at E6.5 and examined for GFP fluorescence at E10.5. Those showing no overall contribution (no GFP^+^ cells) were used as controls, whereas embryos containing GFP^+^ cells were considered chimeras (Fig 2A and B). Erythroid cells were evaluated in individual embryos by flow cytometry analysis of CD71 and Ter119, as described earlier (Fig 1E and F).

**Figure 2:**
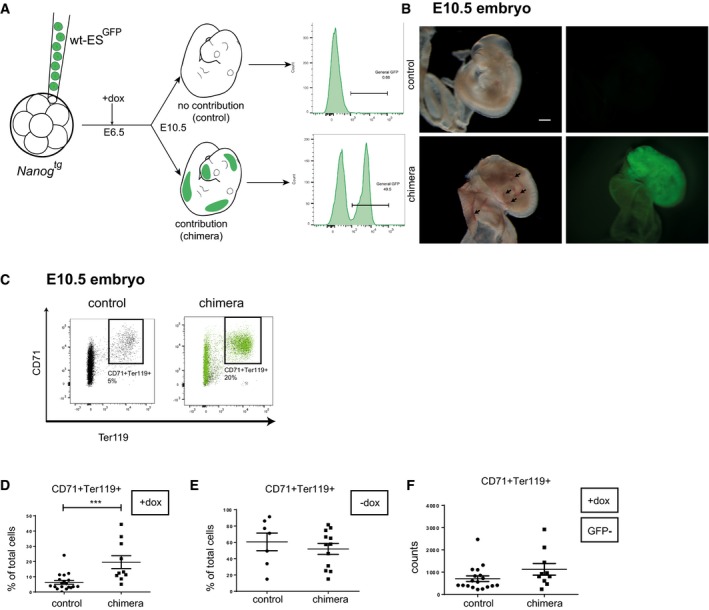
Wild‐type ES cells rescue erythroid maturation in chimeric embryos AExperimental design for chimera generation, and contribution of GFP cells to chimeric embryo (right hand side panels).BFreshly dissected dox‐treated *Nanog* ^*tg*^ E10.5 embryos without (control) and with (chimera) contribution of wt‐ES^GFP^ cells (left, brightfield; right, GFP). Arrows mark the presence of blood in chimeric embryos that is absent from controls. Scale bar, 500 μm.CRepresentative FACS plots showing of red blood cell maturation as determined by CD71/Ter119 staining in single dox‐treated E10.5 control (left) and chimeric (right) embryos.D–FQuantification of the CD71^+^ Ter119^+^ population in single dox‐treated E10.5 embryos (D; control, *n* = 18; chimera, *n* = 10), untreated embryos (E; control, *n* = 7; chimera, *n* = 12), and in GFP^−^ cells (not derived from wild‐type ES cells) from dox‐treated embryos (F; control, *n* = 18; chimera, *n* = 10). ***P < 0.0005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.

Chimeras with high contribution of wild‐type ES cells had circulating blood in both the embryo and the yolk sac, despite dox treatment, contrasting with embryos with no contribution (Fig 2B). Chimeras showed a recovery of erythroid cells, with high contribution from GFP^+^ wild‐type ES‐derived cells (Fig 2C). Quantification of erythroid populations in chimeras showed an increased content of CD71^+^ Ter119^+^ cells (Fig 2D); this increase did not occur when the experiment was repeated without dox treatment (Fig 2E). The number of GFP^−^ cells (derived from *Nanog* expressing cells) in dox‐treated chimeras did not differ from that in controls (with no contribution of GFP^+^ cells), demonstrating that the recovery of the erythroid populations in chimeras was entirely due to the wild‐type ES cells (Fig 2F). These results indicate that the effect of *Nanog* on erythroid progenitors is primarily cell autonomous, and not secondary to *Nanog*‐induced changes in other cell types.

### Loss of *Nanog* enhances hematopoietic differentiation of ES cells

To investigate the effect of the absence of *Nanog* on the erythroid lineage, we tested the potential of ES cells with homozygous *Nanog* loss of function (Chambers *et al*, 2007) to differentiate into blood cells in culture (Irion *et al*, 2010). *Nanog* ^−/−^ and wild‐type control ES cells of the parental strain (E14Tg2a) were used to generate embryoid bodies (EB). EBs were allowed to differentiate for up to 7 days in hematopoietic differentiation media. After disaggregation and culture, different colony‐forming units (CFU) were scored between days 5 and 7 (D5–D7; Fig 3A). Despite a trend for a decrease in the number of common myeloid progenitors (CFU‐GEMM), *Nanog* ^−/−^ EBs generated significantly more primitive erythroid colonies (Ery‐P) than controls, as well as a significantly higher number of mature erythroid colonies (BFU‐E; burst forming unit erythroid) in the presence of cytokines driving a broader hematopoietic differentiation. Interestingly, there was no between‐genotype difference in granulocyte–monocyte (CFU‐GM) progenitors, but monocyte (CFU‐M) or granulocyte (CFU‐G) progenitors were produced more abundantly from wild type than from *Nanog* ^−/−^ EBs (Fig 3A). This last observation is possibly due to a decrease in common myeloid progenitors together with a significant increase of erythroid progenitors in the mutants. *Nanog* ^−/−^ ES cells thus have an increased potential for specific differentiation to red blood cells.

**Figure 3:**
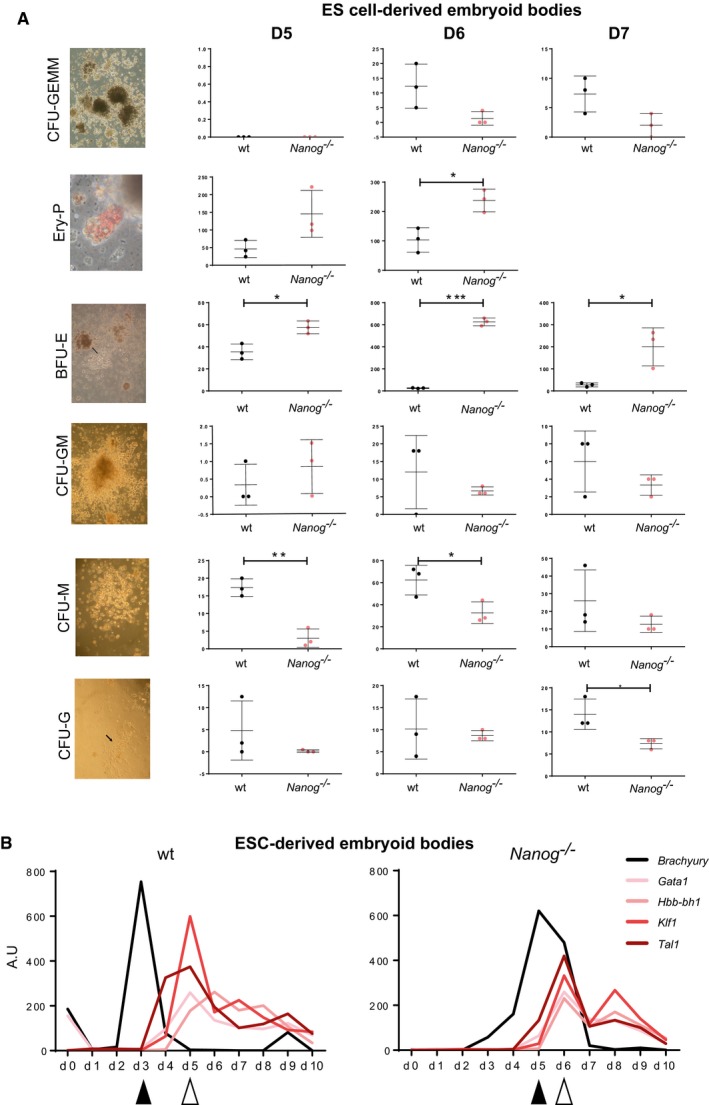
*Nanog*‐knockout ES cells show increased potential to generate erythroid precursors Quantification of colony‐forming units generated by wild‐type (wt) and knockout (*Nanog* ^−/−^) ES cells after culture of EBs for 5 (D5), 6 (D6), or 7 (D7) days and plating disaggregated cells in different hemogenic‐promoting conditions. Panels on the left show representative images of mouse hematopoietic colonies obtained after 12 days of culture in specific media. CFU‐GEMM, progenitors giving rise to granulocytes, erythrocytes, monocytes, and megakaryocytes; BFU‐E, burst forming units–erythroid; Ery‐P, colony‐forming primitive erythroid; CFU‐GM, granulocyte–monocyte precursors; CFU‐M, monocyte precursors; CFU‐G, granulocyte precursors. No CFU‐GEMM are detected at D5 and no BFU‐E at D7. For both wt and knockout cells, *n* = 3 each with three technical replicates. *P < 0.05, **P < 0.005, ***P < 0.00005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.RT–qPCR determination of the relative expression of *Brachyury* and selected hematopoietic genes in control (wt, right) and knockout (*Nanog* ^−/−^, left) ES cells (*n* = 3) during 10 days of EB differentiation in hematopoietic cytokine‐enriched medium. Black arrowheads indicate the peak of *Brachyury* expression and white arrowheads the time of maximum hematopoietic gene expression.

To investigate how the absence of *Nanog* affects the gene networks involved in erythroid specification, we monitored control and *Nanog* ^−/−^ ES‐derived EBs for the expression of selected markers over 10 days of differentiation. *Brachyury* expression was examined as a marker of initial mesoderm specification, a necessary first step for the establishment of hematopoietic lineages in EBs (Fehling *et al*, 2003). *Brachyury* expression markedly increased at day 3 in wild‐type cells, as previously described (Robertson *et al*, 2000), but in *Nanog* ^−/−^ EBs this expression peak was delayed until day 5 (Fig 3B). *Nanog* is thus likely required for the correct temporal activation of *Brachyury*. We next checked the expression of genes encoding the erythroid‐specific factors *Tal1*,* Gata1*, and *Klf1* and the embryonic hemoglobin gene *Hbb‐bh1*. In wild‐type EBs, erythroid gene expression peaks around day 5, 2 days after *Brachyury* activation. In *Nanog* ^−/−^ EBs, erythroid gene expression peaked a day later, at day 6. However, this is only 1 day after the onset of *Brachyury* expression, contrasting the 2‐day delay in wild‐type EBs (Fig 3B). Given the requirement of *Brachyury* expression for hematopoietic differentiation (Fehling *et al*, 2003), we aligned the expression dynamics of wild‐type and *Nanog* ^−/−^ cells to the day of *Brachyury* induction (Fig EV2A). To validate this approach, we examined the expression of *Kdr*, a pan‐mesodermal gene that acts downstream of *Brachyury*; relative to the timing of *Brachyury* induction, dynamics of *Kdr* expression coincided in wild‐type and *Nanog* ^−/−^ EBs. In contrast, erythroid gene activation occurred earlier in *Nanog* ^−/−^ EBs than in wild‐type controls (Fig EV2B). Thus, although mesoderm induction is delayed in *Nanog* ^−/−^ EBs, once it occurs the *Nanog* ^−/−^ mesodermal cells show an elevated potential for erythroid differentiation.

**Figure EV2:**
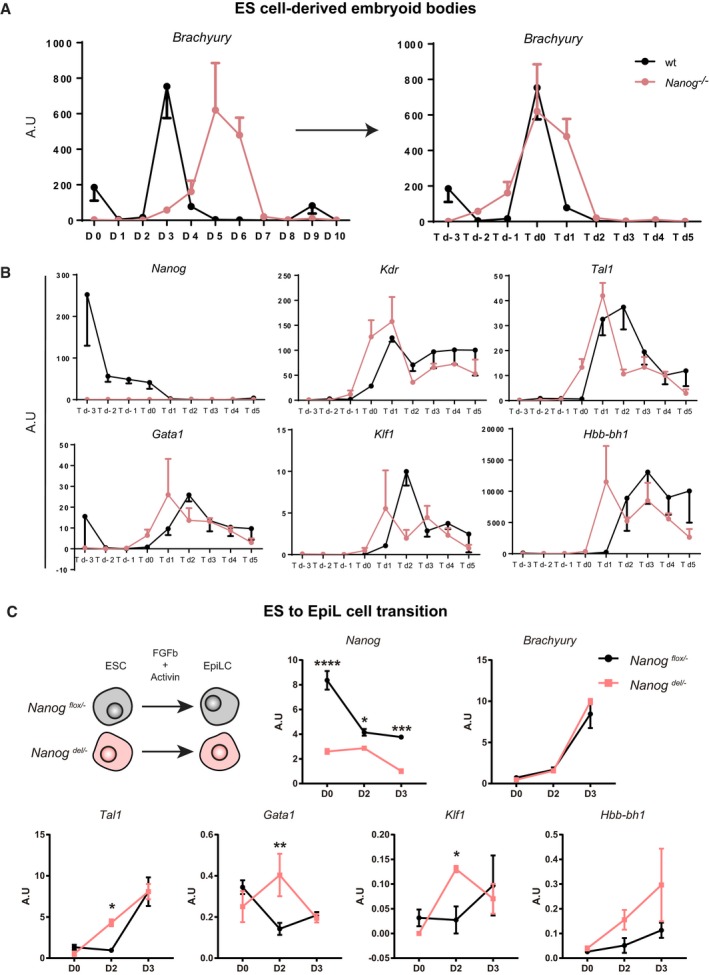
Expression profiles of hematopoietic genes during differentiation aligned at the peak of *Brachyury* expression Timing of *Brachyury* expression before (left) and after (right) the alignment of its peak of expression that occurs at day 3 (D3) of differentiation in wild‐type ES cells (wt, black) and at day 5 (D5) in *Nanog* ^−/−^ cells (red). *n* = 3. Horizontal line represents mean values and error bars SEM.Timing of expression of *Nanog* and selected hematopoietic genes when wt and *Nanog* ^−/−^ cells after alignment. The time point of maximum *Brachyury* expression is labeled as T d0. Horizontal line represents mean values and error bars SEM.Relative expression of *Nanog*,* Brachyury*,* Tal1*,* Gata1*,* Klf1,* and *Hbb‐bh1* determined by RT–qPCR for *Nanog* ^*flox/−*^ and *Nanog* ^*del/−*^ during ES to EpiL cell transition (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ANOVA with Fisher post‐test. Horizontal line represents mean values and error bars SEM.

To further study the effect of loss of *Nanog*, we deleted a floxed allele from a heterozygous ES cell line (*Nanog* ^*flox/*−^; Zhang *et al*, 2018) by transfecting Cre recombinase and differentiating sorted GFP^+^ cells (that is activated upon Cre recombination) from ES to epiblast‐like cells (Hayashi *et al*, 2011; Murakami *et al*, 2016). This process recapitulates in culture the transition from pluripotent cells of the blastocyst to primed cells of the epiblast (Buecker *et al*, 2014), a time window during development when *Nanog* is expressed. Mutant cells (*Nanog* ^*del*/−^) upregulate Brachyury following the same dynamics as control heterozygote *Nanog* ^*flox*/−^ cells. However, they show precocious activation of erythroid gene expression (Fig EV2C), in line with our previous observations.

### Blockade of adult erythrocyte maturation by *Nanog*

*Nanog* has mostly been analyzed in early developmental stages and in pluripotent stem cells. However, some reports have described its expression and roles in adult tissues and cells (Tanaka *et al*, 2007; Kohler *et al*, 2011; Piazzolla *et al*, 2014). In light of our findings during embryonic hematopoiesis, we explored the effects of *Nanog* during erythroid differentiation in the adult.

*Nanog* expression was systemically induced in adult *Nanog* ^*tg*^ mice by 5‐day treatment with dox in drinking water, and the mice were then sacrificed and bone marrow extracted (dox^+^; Fig 4A). As controls, we used untreated mice of the same genotype (dox−). Analysis of erythrocyte maturation with CD71 and Ter119 (Socolovsky *et al*, 2001; Zhang *et al*, 2003) revealed an increase in immature populations (basophilic and polychromatic erythroblasts; S2 and S3, respectively) together with a decrease in the number of more differentiated erythroblasts (orthochromatic erythroblasts, S4; Fig 4B and C). This result suggested a block in the differentiation of erythrocyte precursors, so we next quantified bone marrow progenitors by flow cytometry using lineage cocktail, c‐kit, Sca‐1, CD34, and CD16/32 (Fig 4D; Challen *et al*, 2009).

**Figure 4:**
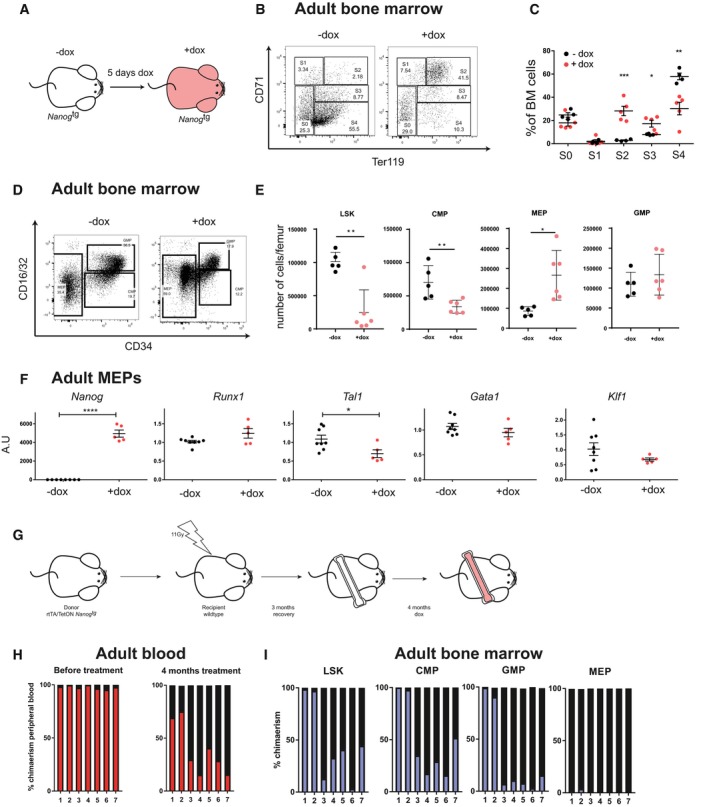
Induced *Nanog* expression blocks erythroid maturation in adult mice Experimental design for the treatment of adult *Nanog* ^*tg*^ mice.Representative FACS plots showing the distribution of different populations distinguished by CD71/Ter119 staining in whole bone marrow from untreated (−dox) or treated (+dox) adult mice. S0 (double negative cell), S1 (proerythroblast), S2 (basophilic erythroblast), S3 (polychromatic erythroblast), and S4 (orthochromatic erythroblast) are different stages of blood maturation.Quantification of the S1–S4 erythroid populations (−dox, *n* = 4; +dox, *n* = 5). *P < 0.05, **P < 0.005, ***P < 0.0005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.Representative FACS plots showing the distribution of CD16/32 and CD34 hematopoietic precursors sorted from the cKit^+^Sca1^−^LIN^−^ bone marrow of untreated (−dox) or treated (+dox) adult *Nanog* ^*tg*^ mice.Quantification of precursor populations based on CD16/32 and CD34 sorting, as total number of cells per individual femur (−dox, *n* = 5; +dox, *n* = 6). *P < 0.05, **P < 0.005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.RT–qPCR quantification of the relative expression of hematopoietic genes in megakaryocyte–erythroid progenitors (MEP; −dox, *n* = 8; +dox, *n* = 5). *P < 0.05, ****P < 0.00005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.Experimental design for the transplant of *Nanog* ^*tg*^ bone marrow to wild‐type recipients and treatment of chimeric mice.Contribution of *Nanog* ^*tg*^ transplanted bone marrow cells to peripheral blood before (left) and after (right) dox treatment. Percentage of host‐derived cells (CD45.1^+^) are shown in black, and of donor derived cells (CD45.1/CD45.2 double +) in red. Individual mice are indicated on the *x*‐axis (*n* = 7).Contribution of *Nanog* ^*tg*^ transplanted cells to LSK, CMP, GMP, and MEP populations purified from bone marrow. Percentage of host‐derived cells (CD45.1^+^) are show in black, and of donor derived cells (CD45.1/CD45.2 double +) in blue. Individual mice are indicated on the *x*‐axis (*n* = 7).

Induced *Nanog* expression triggered a decrease in absolute cell numbers of hematopoietic stem cells (lineage‐Sca1^+^cKit^+^; LSK) and common myeloid progenitors (CMP), but no changes in granulocyte–macrophage progenitors. Interestingly, this was accompanied by a significant increase in megakaryocyte–erythroid progenitors (MEP; Fig 4E). Analysis of the expression of key erythroid genes by RT–qPCR in sorted MEPs revealed a significant reduction of *Tal1* in dox‐treated mice (Fig 4F). Together, these results indicate that *Nanog* can block the maturation of red blood cells during adult hematopoiesis together with the downregulation of key erythroid factors. This leads to defective differentiation of these populations and therefore to an accumulation of their precursors.

We further characterized this phenotype by RNA‐seq on the MEPs from dox‐treated and untreated adult *Nanog* ^*tg*^ mice. 

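The population sequenced here, megakaryocyte–erythroid progenitors (MEPs), gives rise to red blood cells and to megakaryocytes, the cells that shed platelets. The mice carry a *Nanog* transgene that doxycycline (dox) in the drinking water switches on. Libraries were made from 3 replicates of mice treated with dox for 5 days and 3 replicates of untreated mice, each of approximately 20000 sorted MEPs. The authors removed adapters, mapped and quantified the reads with RSEM on the Ensembl transcriptome of NCBIM37, and normalized them with limma. They deposited a value for each of 12101 genes in each library, which is the log2 of counts per 1000000 reads of a normalized library size (CPM), with 0.5 reads added before the log. The values fell on whole numbers of reads for 100% of genes in every library, so the reads behind them could be recovered. Dox-treated replicates 1, 2 and 3 held 12640113, 12415027 and 16153600 reads on these genes, and untreated replicates 1, 2 and 3 held 13320180, 14298726 and 11264803. A single read was worth between 0.0642 and 0.091 CPM depending on the library, and 3 reads, taken as the smallest amount that can be told apart from 0, between 0.193 and 0.273 CPM. These limits cover counting error only, because reads amplified by PCR are not independent molecules. Every listed gene had more than 1 CPM in at least 2 libraries, and genes with less expression were not analysed here.
Differential expression was tested with limma on the deposited log2 values, over the 12088 genes with at least 1 CPM in at least 3 libraries, with Benjamini–Hochberg adjustment. *Nanog*, on chromosome 6 of NCBIM37 from 122657507 to 122664651, was examined first as a check of the groups. It had 17062, 19609 and 15959 reads in the dox-treated replicates and 9, 13 and 1 reads in the untreated replicates. Its expression was 1247 ± 218 CPM (SD, n = 3) with dox and 0.624 ± 0.442 CPM (SD, n = 3) without, a log2 fold change of 11.37 (standard error 0.75, adjusted p = 0.0035, limma, and 0.016 with the replicate number as a block). At an adjusted p under 0.05, 555 genes were higher and 384 were lower in dox-treated MEPs, and 3533 genes had an unadjusted p under 0.05. With the replicate number as a block (replicate block), 53 genes were higher and 29 were lower, the largest proportional change in both counts under any alternative, and 77 of those genes were also called without the block. With the block and voom precision weights, chosen after seeing the data, 581 were higher and 355 were lower, 648 of them also called without both. The deviations of same-numbered libraries from their group means had a mean correlation of -0.134 across genes, against 0.0711 for the other pairs. On the first principal component dox-treated replicates 1 and 2 lay at -57.5 and -56.3, dox-treated replicate 3 at -14.8 and the untreated replicates between 35.1 and 54.2. On the second, dox-treated replicate 3 lay at -51.7 and the other libraries between -4.83 and 20.2. Without dox-treated replicate 3, 1801 genes were higher and 1687 were lower, and without any other single library from 92 to 143 were higher and from 36 to 126 were lower.

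**Figure D1:**
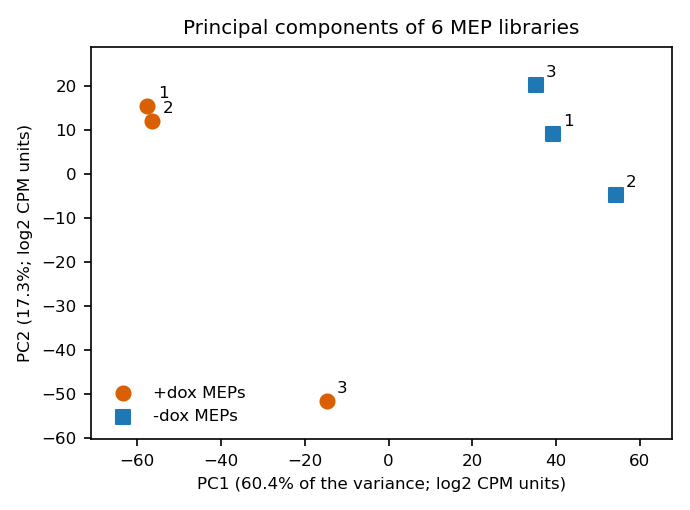
The first and second principal components of the log2 CPM values of the 6 MEP libraries, which hold 60.4% and 17.3% of the variance; orange circles are dox-treated replicates, blue squares untreated replicates, and numbers are replicate numbers. Dox-treated replicate 3 lies at -14.8 on the first component, apart from the other dox-treated replicates.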

Genes downregulated in MEPs from dox‐treated animals were enriched in functional terms related to bone marrow cell populations, and more specifically MEPs (Fig EV3A). This confirms that *Nanog* is repressing the transcriptional program for erythroid progenitors (Fig EV3B). 

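The genes lowered by dox were read gene by gene and through marker lists of blood cell types and cell processes, which were written by hand and are not the terms used for Fig EV3A. Each list was tested with limma's camera against all other genes tested, with an assumed inter-gene correlation of 0.01 and Benjamini–Hochberg adjustment over 9 lists. The granulocyte-monocyte list had the lowest median log2 fold change, -2.12 over 36 genes (camera adjusted p = 3.1e-17, and 5.3e-21 with the replicate block). Of its members 23 were lower at an adjusted p under 0.05 (limma), where 1.14 would be drawn at random from all genes tested. The count was 3 with the replicate block, and ran from 2 to 24 with each library left out in turn. With the block and voom precision weights, chosen after seeing the data, it was 27. Of the 36 members 1 had a higher mean in dox-treated MEPs. Part of Dataset EV1 had been read before this list was written and shaped some members. The camera p and the counts are therefore not independent of the fall. In this list *Elane*, a neutrophil granule protease gene, was expressed at 59.5 ± 17.4 CPM (SD, n = 3) with dox and 560.0 ± 191.5 CPM (SD, n = 3) without. Its log2 fold change was -3.22 (adjusted p = 0.011, limma, and 0.060 with the replicate block). The 13 protein-coding genes of the mitochondrial genome had a median log2 fold change of -0.69 (camera adjusted p = 4.4e-08, and 6.8e-08 with the replicate block). Of these 9 were lower at an adjusted p under 0.05 (limma), 0 were with the replicate block, and 10 with the block and voom precision weights. Without dox-treated replicate 3 the count was 12, and without any other single library it was 0. The median of the 13 genes was -0.10 once GC content, length and mean expression were regressed out. The proliferation list of 28 genes had a median of -0.35 (camera adjusted p = 9.1e-06, and 1.3e-05 with the replicate block) with 0 members past the threshold and 9 at an unadjusted p under 0.05, and 27 past it with array quality weights. When the inter-gene correlation was estimated for each list in place of the assumed value, camera's adjusted p was 0.549 or more for every list. That estimate rests on 6 libraries, and even the granulocyte-monocyte list had an unadjusted p of 0.094 (camera). A list that fails this test is therefore not shown to be unchanged. The largest falls among genes with a mean of at least 5 CPM whose groups did not overlap were those of *Chst10* (log2 fold change -5.10, adjusted p = 0.00074, limma), *Tinagl1* (-4.65), *Acsl6* (-4.45), *Lrig1* (-4.14) and *Fcnb* (-3.96). With the replicate block the adjusted p of *Chst10* was 0.0095 and that of *Tinagl1* was 0.028, and the adjusted p of *Acsl6* (0.064), *Lrig1* (0.063) and *Fcnb* (0.055) was above the threshold. *Chst10* fell from 19.1 ± 1.03 CPM (SD, n = 3) to 0.570 ± 0.141 CPM (SD, n = 3). In the part of Dataset EV1 used here, which holds its 1998 most negative fold changes, the paper's table has 562 genes with an adjusted p under 0.05, of which 342 were also under 0.05 here and 562 were under 0.1. The log2 fold changes had the same sign for 1996 of the 1996 genes compared. With voom precision weights, chosen after seeing the data, all 562 were under 0.05. The shortfall at 0.05 therefore came with leaving out these weights.

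**Figure D2:**
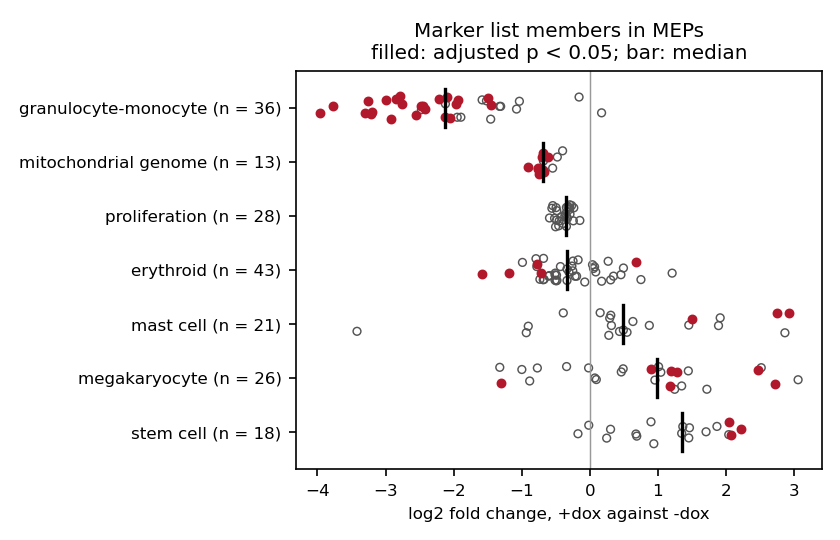
Log2 fold change (x axis) of the members of 7 marker lists (y axis, n is the number of genes tested) in dox-treated against untreated MEPs; each circle is a gene, filled circles have an adjusted p under 0.05 (limma) and black bars are medians. The median is -2.12 for the granulocyte-monocyte list and -0.35 for the proliferation list.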

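The erythroid program was examined in the 12 genes drawn for it in Fig EV3B and in a hand-written erythroid marker list. All 12 drawn genes had a lower mean with dox, with log2 fold changes from -2.44 to -0.19 and a median of -0.51. The dox-treated and untreated libraries did not overlap for 10 of the 12. Chance gives 10% of genes with 3 libraries against 3, but only for genes picked without regard to these libraries. The paper does not state how it selected the drawn genes, so that rate is no fair comparison for them. Over all genes tested 1 of the 12 passed an adjusted p of 0.05 (limma). When the adjustment covered only the 26 genes of Fig EV3B, 9 did, a count with the same limit because those genes may have been selected from these data. With the replicate block 0 of the 12 passed, and 6 had an unadjusted p under 0.05. The count was 4 with a mean-variance trend, 10 with array quality weights, and, in fits chosen after seeing the data, 4 with voom precision weights and 3 with these and the block. The gene past the threshold, *Mpo*, encodes myeloperoxidase and belongs to the granulocyte-monocyte list. Its expression was 430.2 ± 94.9 CPM (SD, n = 3) with dox and 2431 ± 939 CPM (SD, n = 3) without (log2 fold change -2.44, standard error 0.34, adjusted p = 0.018, limma, and 0.064 with the replicate block). Reads of *Mpo* are uncertain where *Gm11505* overlaps it on the opposite strand. *Steap3*, a ferrireductase gene used in iron uptake by erythroid cells, fell from 366.1 ± 74.5 CPM (SD, n = 3) to 203.5 ± 32.1 CPM (SD, n = 3), a log2 fold change of -0.84 (standard error 0.19, adjusted p = 0.054, limma, and 0.167 with the replicate block). *Gp1bb*, also drawn in this panel, encodes a platelet glycoprotein, had between 6 and 37 reads per library and shares sequence with *Sept5* on the same strand.
The erythroid marker list of 43 genes had a median log2 fold change of -0.33, with 13 genes higher (camera adjusted p = 0.0041, and 0.0046 with the replicate block). The mean log2 CPM of its members was 6.79, 6.95 and 7.33 in the dox-treated replicates and 7.27, 7.40 and 7.20 in the untreated ones, so that dox-treated replicate 3 was above untreated replicates 1 and 3. The rotation test fry gave an adjusted p of 0.219, and camera's was 0.057 after quantile normalization. Fry as used here asks whether the members moved in a common direction, and not whether they moved more than other genes. Without the members drawn in Fig EV3B, the other 38 genes had a median of -0.28 (camera adjusted p = 0.025). In this list 4 genes were lower and 1 was higher at an adjusted p under 0.05 (limma), and 0 were with the replicate block. With the block and voom precision weights, chosen after seeing the data, 6 were lower and 0 were higher. Expression of *Ermap*, which encodes an erythroblast membrane protein, was 505.8 ± 52.7 CPM (SD, n = 3) with dox and 859.8 ± 54.4 CPM (SD, n = 3) without, and the gene that rose was *Bpgm* (log2 fold change 0.67, adjusted p = 0.036, limma, and 0.139 with the replicate block). From the terms enriched among the lowered genes and the genes drawn in Fig EV3B, the paper concludes that *Nanog* represses the erythroid progenitor program. It had first reported fewer of the more differentiated erythroblasts and more MEPs by flow cytometry, and lower *Tal1* in MEPs by RT–qPCR.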

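Among genes raised by dox, the 14 genes drawn in Fig EV3B for the mast cell program all had a higher mean in dox-treated MEPs, with log2 fold changes from 0.05 to 2.52 and a median of 1.22. Over all genes tested 5 of the 14 passed an adjusted p of 0.05 (limma), 11 did when the adjustment covered only the 26 genes of Fig EV3B, and 0 did with the replicate block, under which 11 had an unadjusted p under 0.05. With voom precision weights 8 passed, with these and the block 7, with a mean-variance trend 9 and with array quality weights 12. The 5 were *Pecam1* (log2 fold change 2.47), *Pdgfrb* (2.02), *Gp9* (1.28), *Pafah1b3* (1.20) and *Gp1ba* (0.90). *Pecam1* rose from 16.0 ± 4.34 CPM (SD, n = 3) to 93.7 ± 41.5 CPM (SD, n = 3), and *Pafah1b3* from 11.5 ± 2.29 CPM (SD, n = 3) to 26.1 ± 0.796 CPM (SD, n = 3). The largest mean change was that of *Itga2b*, with 4333, 4219 and 1042 reads in the dox-treated replicates and 482, 326 and 431 in the untreated ones, and its adjusted p was 0.069 (limma). *Pafah1b2* did not change detectably (log2 fold change 0.05, standard error 0.13), and its sign depended on the libraries and weights used. Of these 14 genes 8 belong to a hand-written megakaryocyte list and 2, *Gata2* and *Lat2*, to a hand-written mast cell list.
The mast cell list of 21 genes had a median log2 fold change of 0.49 with 17 genes higher (camera adjusted p = 0.0033, and 0.0047 with the replicate block). The mean log2 CPM of its members was 4.78, 4.65 and 4.03 in the dox-treated replicates and 3.95, 3.46 and 4.03 in the untreated ones, so that dox-treated replicate 3 was not above untreated replicate 3. The rotation test fry gave an adjusted p of 0.157 for it. Without the members drawn in Fig EV3B, the other 19 genes had a median of 0.44 (camera adjusted p = 0.017). Past the threshold were the mast cell protease gene *Cpa3*, at 52.6 ± 7.56 CPM (SD, n = 3) with dox and 7.15 ± 2.63 CPM (SD, n = 3) without (log2 fold change 2.93, standard error 0.28, adjusted p = 0.0096, limma, and 0.052 with the replicate block), *Ms4a2* (2.76), which encodes a chain of the IgE receptor, and *Slc18a2*, and *Gzmb* moved the other way (-3.42, adjusted p = 0.053, limma). With the replicate block 0 members of the mast cell list were past the threshold. The count was 6 with the block and voom precision weights, chosen after seeing the data. The megakaryocyte list of 26 genes had a median of 0.98 (camera adjusted p = 0.0017, and 0.0038 with the replicate block). In it 6 genes were higher and 1, *Vwf* (-1.31), was lower at an adjusted p under 0.05 (limma), and with the replicate block 0 were either. With the block and voom precision weights 8 were higher and 1 was lower. Without dox-treated replicate 3, 14 megakaryocyte members were higher past the threshold, and without any other single library at most 1 was. Without the members drawn in Fig EV3B the other 17 genes had a median of 0.46 (camera adjusted p = 0.091).
After *Nanog*, the largest rises among genes with a mean of at least 5 CPM whose groups did not overlap were those of *Aire*, *Htr5b*, *Car8* and *She*, none of which had more than 3 reads in any untreated library. Measured against the floor of 3 reads, *Aire* was at least 236.3-fold, *Htr5b* at least 76.9-fold, *Car8* at least 62.6-fold and *She* at least 50.6-fold higher in dox-treated MEPs. *Aire* had 1570, 992 and 62 reads in the dox-treated replicates, so that its size rests on replicates 1 and 2. With the replicate block *Htr5b* (adjusted p = 0.0095, limma) and *She* (0.016) passed the threshold, and *Aire* (0.088) and *Car8* (0.071) did not. With voom precision weights, chosen after seeing the data, *Htr5b* passed, and *She* (adjusted p = 0.055), *Car8* (0.077) and *Aire* (0.311) did not.

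**Figure D3:**
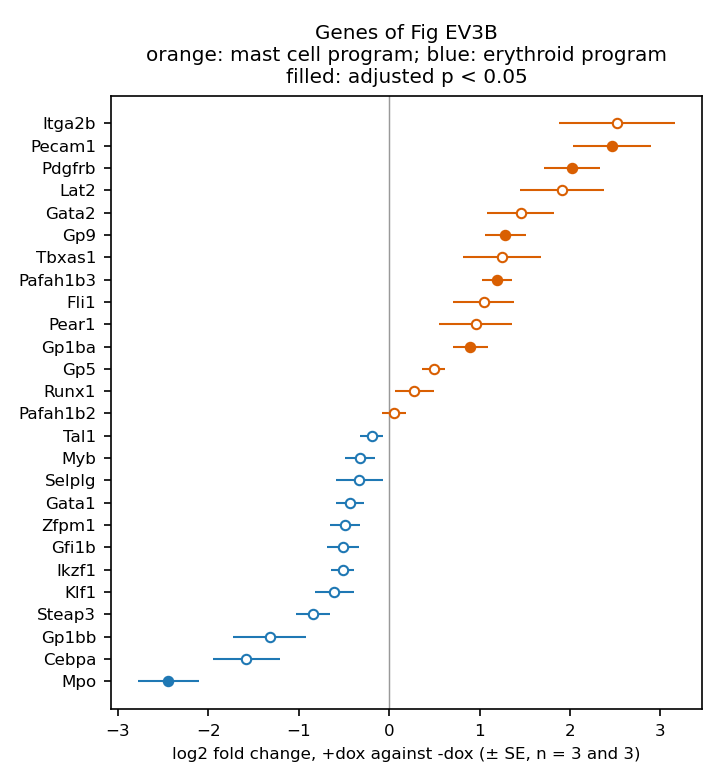
Log2 fold change in dox-treated against untreated MEPs (x axis, with standard errors from limma, n = 3 and 3) of the 26 genes drawn in Fig EV3B (y axis), orange for the mast cell program and blue for the erythroid program; filled points have an adjusted p under 0.05. The 14 mast cell program genes lie from 0.05 to 2.52 and the 12 erythroid program genes from -2.44 to -0.19.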

On the other hand, genes that are upregulated upon *Nanog* induction are highly enriched in the mast cell program (Fig EV3A and B; Dataset EV1). Most interestingly, deletion of *Tal1* during adult hematopoiesis results in production of mast cells from MEPs, while under normal conditions these cells derive from granulocyte–monocyte progenitors (Salmon *et al*, 2007). This is accompanied by an upregulation of *Gata2* (Salmon *et al*, 2007), a critical specifier of mast cells (Ohmori *et al*, 2015), that we also see increased upon *Nanog* expression in MEPs (Fig EV3B; Dataset EV1). Furthermore, the expression of *Cebpa*, a factor that represses mast cell lineage (Iwasaki *et al*, 2006), is downregulated in the *Nanog*‐expressing MEP population (Fig EV3B; Dataset EV1). However, we believe that the positive regulation of the mast cell program is not a physiological role of *Nanog*, because this cell type does not appear during gastrulation (as erythroid progenitors do) but at later stages in the yolk sac and the AGM (Gentek *et al*, 2018) where *Nanog* is not expressed. Thus, we consider that upregulation of the mast cell program is a secondary consequence of the downregulation of erythroid lineage factors, such as *Tal1*, in *Nanog* expressing MEPs.

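*Gata2* lies on chromosome 6 of NCBIM37 from 88143885 to 88157024. It had 3883, 3169 and 2116 reads in the dox-treated replicates and 1027, 701 and 1179 in the untreated ones, which is 219.2 ± 76.4 CPM (SD, n = 3) against 79.7 ± 27.7 CPM (SD, n = 3). The log2 fold change was 1.46 (standard error 0.37, adjusted p = 0.070 over all genes tested, limma, and 0.175 with the replicate block). Every dox-treated library was above every untreated library, which for 3 against 3 corresponds to p = 0.1 in a two-sided exact permutation test, the smallest this design allows. With each library left out in turn the log2 fold change stayed between 1.18 and 1.77. Over all alternatives the adjusted p ran from 0.00060 to 0.211 and was under 0.05 in 8 of 19, among them voom precision weights (0.035), chosen after seeing the data.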

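*Cebpa*, on chromosome 7 of NCBIM37 from 35904312 to 35906945, had 203, 112 and 136 reads in the dox-treated replicates and 538, 258 and 404 in the untreated ones. This is 10.7 ± 3.71 CPM (SD, n = 3) with dox and 32.6 ± 12.0 CPM (SD, n = 3) without, a log2 fold change of -1.58 (standard error 0.37, adjusted p = 0.058 over all genes tested, limma, and 0.074 with the replicate block). The groups did not overlap (two-sided exact permutation test, p = 0.1). Leaving out each library in turn gave log2 fold changes from -1.93 to -1.36. The adjusted p ran from 0.0023 to 0.187 over the alternatives and was under 0.05 in 8 of 19, with 0.044 for voom precision weights. Dataset EV1 of the paper also gives *Cebpa* an adjusted p of 0.044 (limma).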

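Of the erythroid lineage factors drawn in Fig EV3B, *Tal1* (chromosome 4 of NCBIM37, 114729031 to 114744360) was expressed at 303.2 ± 8.42 CPM (SD, n = 3) in dox-treated and 348.7 ± 49.2 CPM (SD, n = 3) in untreated MEPs. The log2 fold change was -0.19 (standard error 0.13, adjusted p = 0.36, limma, and 0.50 with the replicate block), and its adjusted p was between 0.22 and 0.96 under the alternatives tried. No untreated library was below a dox-treated one (two-sided exact permutation test, p = 0.1), but the difference was smaller than the SD of the untreated replicates. By RT–qPCR in sorted MEPs the paper reports significantly lower *Tal1* with dox, a measurement not analysed here. *Klf1* went from 346.0 ± 35.7 CPM (SD, n = 3) to 232.4 ± 67.8 CPM (SD, n = 3), a log2 fold change of -0.61 (adjusted p = 0.13, limma, and 0.271 with the replicate block). The log2 fold changes of *Gfi1b*, *Gata1* and *Zfpm1* were -0.51 (adjusted p = 0.12, limma), -0.43 (adjusted p = 0.13, limma) and -0.49 (adjusted p = 0.12, limma), and *Runx1*, drawn with the mast cell genes, had a log2 fold change of 0.28 (adjusted p = 0.42, limma). Reads of *Zfpm1* are uncertain, because *Gm20388* covers it on the same strand.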

**Figure EV3:**
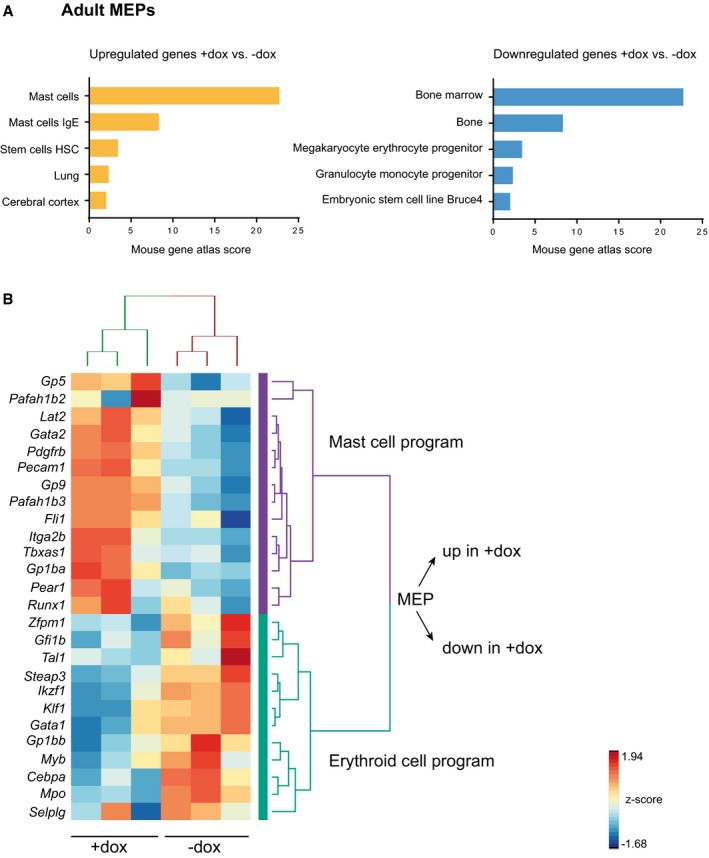
Transcriptional profiling of MEPs from *Nanog* ^*tg*^ adult mice Enriched functional categories in genes that are significantly upregulated (left, orange) or downregulated (right, blue) in MEPs isolated from dox‐treated *Nanog* ^*tg*^ mice compared to untreated controls. Mouse gene atlas score was calculated using Enrichr.Heatmap of the expression (as z‐score) across the three replicates for each condition of selected genes for the mast cell and erythroid transcriptional programs.

To extend these observations, we next carried out bone marrow transplantation of *Nanog* ^*tg*^ mice to wild‐type irradiated recipients (Fig 4G). After 3 months of engraftment and recovery, more than 95% of peripheral blood cells were derived from donor mice (*n* = 7; Fig 4H). We treated the mice for 4 months with dox to induce *Nanog* expression only in hematopoietic cells, and found that at that point the host cells had been partially able to recolonize the bone marrow and contribute to peripheral blood cells (ranging from 20 to 80%; Fig 4H). We then purified bone marrow from the transplanted mice and analyzed chimerism in different progenitor populations. While LSK, CMPs of GMPs show variable degrees of contribution of wild‐type cells and *Nanog* expressing cells, MEPs are almost exclusively derived from the host (Fig 4I). These results indicate that the expression of *Nanog* in MEPs causes them to be outcompeted by wild‐type cells during bone marrow reconstitution, possibly due to their decreased ability to differentiate and generate mature erythroid cells.

### A distal NANOG‐binding element represses *Tal1* expression in the embryo

*Nanog*‐mediated downregulation of erythroid specification genes in both the embryo and the adult strongly suggests that some of these genes are likely direct transcriptional targets of NANOG. If so, we would expect to find mutually exclusive expression of *Nanog* and these genes at the time of initial hematopoietic specification in the gastrulating embryo. We therefore analyzed single‐cell expression data from E7.0 nascent mesoderm (Scialdone *et al*, 2016), when *Nanog* is still expressed in the posterior‐proximal region of the embryo (Hart *et al*, 2004), and examined the number of cells expressing both *Nanog* and markers of mesoderm (*Brachyury*,* Cdx2*) and hematopoiesis (*Tal1*,* Runx1*,* Gata1*,* Klf1*; Fig 5A). For all of these genes, we found the expected proportion of co‐expressing cells with *Nanog* with the exception of *Tal1* (Fig 5A and B). We confirmed that *Nanog* can downregulate *Tal1* at early stages by culturing *Nanog* ^*tg*^ embryos with or without dox from E6.5 to E6.75 *ex utero*, which did not alter normal development (Fig 5C). *Tal1* failed to be upregulated in dox‐treated embryos, whereas other hematopoietic genes such as *Klf1* were unaffected (Fig 5D). We further confirmed that *Nanog* downregulates *Tal1* by whole‐mount *in situ* hybridization of E7.5 embryos treated with dox *in utero* (Fig 5E).

**Figure 5:**
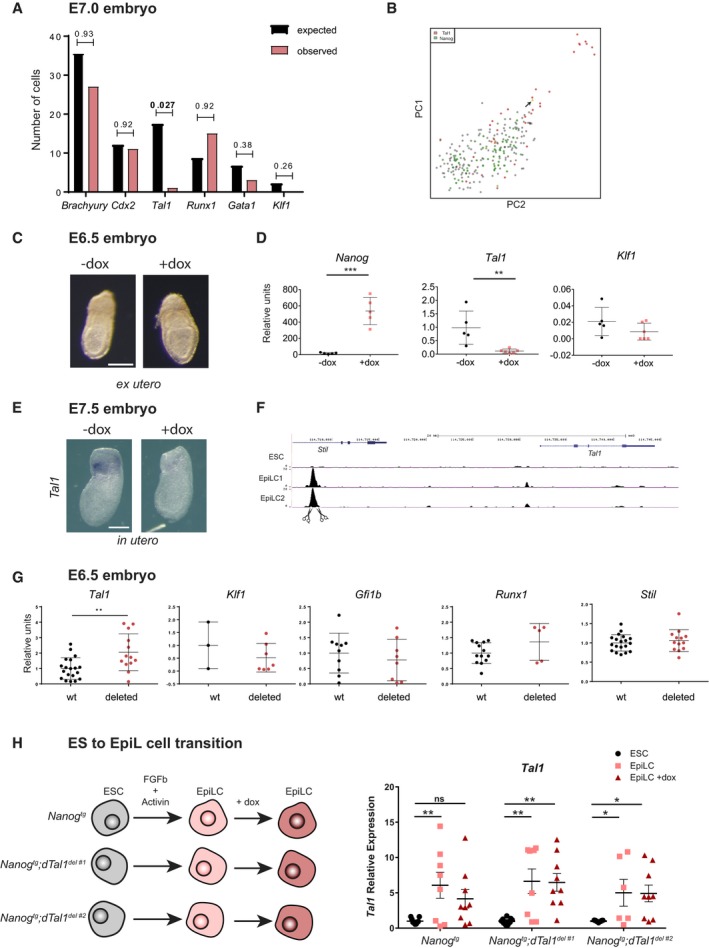
Direct transcriptional regulation of *Tal1* expression by *Nanog* Expected and observed number of mesodermal (Flk1^+^) cells of the E7.0 mouse embryo expressing *Nanog* and selected mesodermal or hematopoietic gene expression, based on single‐cell RNA‐seq data (Scialdone *et al*, 2016). Statistical significance was calculated with a hypergeometric test.PCA showing the distribution of Flk1^+^ E7.0 mesoderm cells expressing *Nanog* (green) or *Tal1* (red). The single cell expressing both genes is shown in yellow and indicated by an arrow.E6.5 *Nanog* ^*tg*^ embryos after 8 h *ex utero* culture in the presence (+dox) or absence (−dox) of doxycycline. Scale bar, 100 μm.RT–qPCR quantification of the relative expression of *Nanog*,* Tal1*, and *Klf1* in individual untreated embryos (−dox) or treated embryos (+dox) (*n* = 5). **P < 0.005, ***P < 0.0005; Student's *t*‐test. Horizontal line represents mean values and error bars SD.Whole‐mount *in situ* hybridization of *Tal1* in E7.5 untreated (−dox) or *in utero* treated (+dox) *Nanog* ^*tg*^ embryos. Scale bar, 100 μm.UCSC browser view of the *Tal1/Stil1* region (mm9; chr4:114,705,753‐114,756,741), indicating the presence of the NANOG binding peak, determined by ChIP‐seq, in EpiLCs (2 replicates are shown) but not in ES cells (Murakami *et al*, 2016); the binding peak was deleted by CRISPR/Cas9 genome editing (scissors).RT–qPCR determination of relative expression in wild‐type and CRISPR‐deleted embryos (*n* = 5) of *Tal1* (wt, *n* = 19; deleted, *n* = 13), *Klf1* (wt, *n* = 3; deleted, *n* = 6), *Gfi1b* (wt, *n* = 10; deleted, *n* = 8), *Runx1* (wt, *n* = 13; deleted, *n* = 5), and *Stil* (wt, *n* = 19; deleted, *n* = 13). **P < 0.005, Student's *t*‐test. Horizontal line represents mean values and error bars SD.Experimental design for ES to EpiL cell differentiation of *Nanog* ^*tg*^ cells and two independent clones (*Nanog* ^*tg*^ *;dTal1* ^*del#1*^ and *Nanog* ^*tg*^ *;dTal1* ^*del#2*^) where the binding site for NANOG distal to *Tal1* has been deleted (left). On the right, relative expression of *Tal1* determined by RT–qPCR for each ES cell line (ESC; *n* = 9 for all three lines) and EpiL cells without (EpiLC; *Nanog* ^*tg*^ and *Nanog* ^*tg*^ *;dTal1* ^*del#1*^ *, n* = 8; *Nanog* ^*tg*^ *;dTal1* ^*del#2*^ *, n* = 6) or with dox treatment (EpiLC +dox; *n* = 9 for all three lines). The genotype of the cell lines is indicated below. Values were normalized to *Nanog* ^*tg*^ ESC. *P < 0.05, **P < 0.01, ns = not significant; ANOVA with Fisher post‐test. Horizontal line represents mean values and error bars standard error of the mean (SEM).

This evidence strongly suggests that *Tal1* is a direct transcriptional target of NANOG during early gastrulation at the onset of hematopoietic determination. To investigate this possibility, we analyzed published ChIP‐seq data for NANOG binding in ES and EpiLCs, which correspond to the E6.0 epiblast in the mouse embryo (Murakami *et al*, 2016). This study describes a broad resetting of NANOG‐occupied genomic regions in the transition from ES cells to EpiLCs, resembling the developmental progress from the naïve inner cell mass of the blastocyst to the primed epiblast at gastrulation (Hayashi *et al*, 2011; Morgani *et al*, 2017). We examined a number of genomic loci, detecting binding at the *Nanog* locus itself in both ES cells and EpiLCs (Fig EV4A) and in *Cdx2* only in ES cells (Fig EV4B). Neither cell type showed evidence of NANOG bound regions surrounding *Runx1* (Fig EV4C) or *Klf1* (Fig EV4D). Interestingly, EpiLCs, but not ES cells, showed NANOG binding 22 kilobases upstream of *Tal1*, in an intron of the neighboring *Stil* gene (Fig EV4E). We also detected NANOG binding downstream of *Gata1* (Fig EV4F); however, these regions could be functionally related to the neighboring *Eras* and *Hdac6* genes, which are associated with pluripotency and early stem cell differentiation (Takahashi *et al*, 2003; Chen *et al*, 2013).

**Figure EV4:**
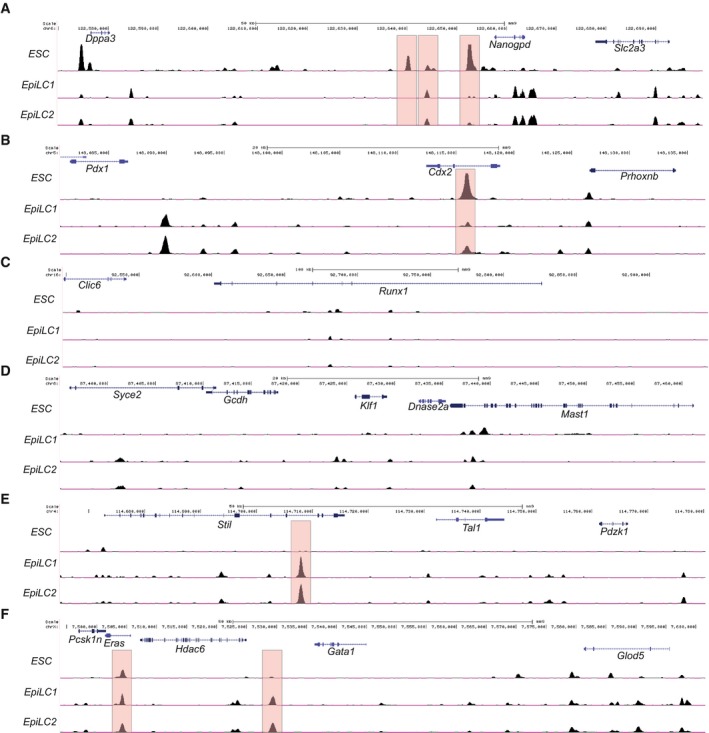
Distribution of NANOG bound regions at selected loci in ES and Epi‐like cells (EpiLC) A–FUCSC browser views (mm9) of different genomic regions showing NANOG bound regions as determined by ChIP‐seq in ES cells (*ESC*) and two replicates of epiblast‐like cells (*EpiLC1*,* EpiLC2*). Selected peaks are highlighted by boxing in red. (A) *Nanog*: chr6:122,569,855‐122,699,399. (B) *Cdx2*: chr5:148,080,850‐148,136,544. (C) *Runx1*: chr16:92,497,828‐92,940,224. (D) *Klf1*: chr8:87,395,041‐87,462,459. (E) *Tal1*: chr4:114,664,868‐114,780,341. (F) *Gata1*: chrX:7,493,906‐7,601,563. ChIP‐seq data were obtained from Murakami *et al*, 2016 (GEO accession number GSE71933).

Analysis of the *Tal1*/*Stil* NANOG bound region in EpiLCs (Fig 5F) revealed bona fide consensus binding sites (Fig EV5A). To investigate the function of this region, we deleted it by CRISPR/Cas9‐mediated genome editing (Ran *et al*, 2013) by microinjection in one‐cell stage embryos and examined the transcriptional consequences in early development. Gene expression was analyzed by RT–qPCR in individual edited E6.5 embryos. As controls, we used embryos of the same batch showing no evidence of deletion of the *Tal1*/*Stil* NANOG bound region (Fig EV5B). *Tal1* expression was significantly increased in targeted embryos, whereas other genes such as *Klf1*,* Gfi1b,* or *Runx1* were unaffected (Fig 5G). Deletion of this genomic region did not alter *Stil* expression, despite the location of the site within this gene (Fig 5G). These assays provide strong evidence that this specific genomic region acts as a cis‐regulatory element in the *Nanog*‐mediated repression of *Tal1* in the early mouse embryo.

**Figure EV5:**
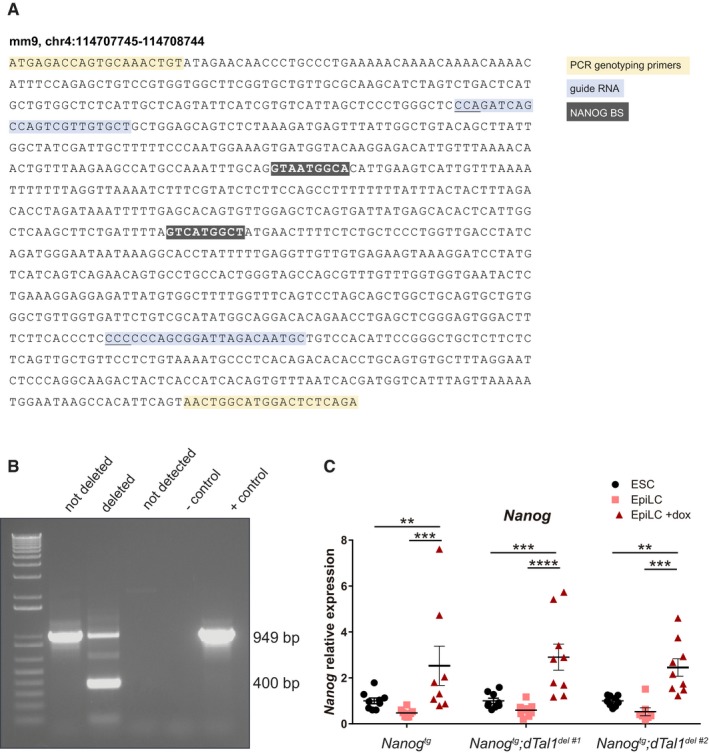
CRISPR/Cas9 deletion of the *Tal1* NANOG binding peak DNA sequence of the genomic region located at −22 kb from *Tal1* bound by NANOG in EpiLC. PCR genotyping primers are highlighted in yellow, guide RNAs in blue (PAM sequence is underlined), and two consensus NANOG binding motifs in dark gray and white bold lettering.Representative gel of PCR genotyping of individual E6.5 embryos showing not deleted, deleted, not detected, negative control (no DNA), and positive control (wild‐type embryo). The size of the wild‐type (949 bp) and deleted (400 bp) bands are indicated.Relative expression of *Nanog* determined by RT–qPCR for each ES cell line (ESC; *n* = 9 for all three lines) and EpiL cells without (EpiLC; EpiLC; *Nanog* ^*tg*^ and *Nanog* ^*tg*^ *;dTal1* ^*del#1*^ *, n* = 8; *Nanog* ^*tg*^ *;dTal1* ^*del#2*^ *, n* = 7) or with dox treatment (EpiLC +dox; *Nanog* ^*tg*^, *n* = 8; *Nanog* ^*tg*^ *;dTal1* ^*del#1*^ and *Nanog* ^*tg*^ *;dTal1* ^*del#2*^ *, n* = 9). The genotype of the cell lines is indicated below. **P < 0.01, ***P < 0.001, ****P < 0.0001; ANOVA with Fisher post‐test. Horizontal line represents mean values and error bars SEM.

In order to further confirm these observations and address the effect of the deletion on *Tal1* expression and its dependence on *Nanog*, we analyzed the transition from ES to EpiLC in culture as above. For this, we generated lines deleted for the distal *Tal1* element by genome editing as previously described *in vivo*, but in ES cells derived from the *Nanog* ^*tg*^ mouse (Figs 5H and EV5C). We observe that non‐treated *Nanog* ^*tg*^ ES cells (non‐deleted control) show a significant increase in *Tal1* expression when they transit to EpiLCs (Fig 5H), what would be the equivalent of the initial expression of *Tal1* in the embryo. However, if dox is added to the medium, this increase of *Tal1* between ES and EpiLC is no longer significant. Thus, in this experimental setting, increased expression of *Nanog* is able to block at least partially the early induction of *Tal1*, in line with our *in vivo* results. Nevertheless, when we repeat his experiment but with two independent ES cell lines where the NANOG‐bound distal element (*dTal1*) has been deleted (*Nanog* ^*tg*^ *;dTal1* ^*del#1*^ and *Nanog* ^*tg*^ *;dTal1* ^*del#2*^), EpiLC become unresponsive to *Nanog* upon dox treatment and still upregulate *Tal1* as cells not treated with dox. These results show that the distal element we have characterized is necessary for correct initiation of *Tal1* expression, and that it mediates the response of *Tal1* to *Nanog*.

## Discussion

Red blood cell precursors are the first cell type to be specified from nascent mesoderm during mouse gastrulation (Kinder *et al*, 1999; Baron *et al*, 2012). While the genes and networks that determine primitive hematopoietic cells are well understood (Isern *et al*, 2011; Kingsley *et al*, 2013), much less is known about how precursors are specified during the early stages of primitive streak formation (Padron‐Barthe *et al*, 2014). Here, we show that the pluripotency factor NANOG regulates the transition from multipotent mesodermal progenitors to red blood cell precursors in these early steps, at least partially through the direct regulation of the lineage specifier *Tal1*.

Despite the well‐characterized role of pluripotency factors in embryonic stem cells and the preimplantation embryo (Chambers & Tomlinson, 2009), their function at later developmental stages has received much less attention, even if they are expressed up to gastrulation in mice (Yeom *et al*, 1996; Hart *et al*, 2004; Osorno *et al*, 2012) and primates (Nakamura *et al*, 2016). *Oct4* is involved in proliferation of the primitive streak (DeVeale *et al*, 2013), in correct trunk elongation of the trunk (Aires *et al*, 2016), and some evidence points to it having a role in mesoderm and subsequent hematopoietic specification (Kong *et al*, 2009). However, no clear function is known for *Nanog* after implantation apart from the regulation of germline development (Chambers *et al*, 2007). Single‐cell RNA‐seq expression data from gastrulating embryos (Scialdone *et al*, 2016) show that *Nanog* is expressed in a subset of mesodermal precursors. This situation is reminiscent of the heterogeneities in *Nanog* expression in the preimplantation embryo, which drives lineage segregation of the epiblast and the primitive endoderm (Xenopoulos *et al*, 2015). Our results suggest that a similar situation may occur during specification of the first mesodermal lineages. *Nanog* expression in *Brachyury*‐positive cells would maintain them in a pan‐mesodermal multipotent state, whereas its downregulation would allow the expression of early hematopoietic lineage specifiers, driving their differentiation to primitive red blood cells. This process, however, occurs during a limited time window during the initial phases of gastrulation, as *Nanog* is quickly downregulated by E8.0–8.5 (Hart *et al*, 2004; Scialdone *et al*, 2016). By this stage, mesodermal progenitors have ingressed through the primitive streak and are no longer able to activate the early hematopoietic program, a process that also involves restricted spatial signaling through the Wnt and Bmp pathways (Cheng *et al*, 2008; Myers & Krieg, 2013; Mimoto *et al*, 2015). Therefore, this *Nanog*‐mediated switch would act to control the rapid specification of blood precursors, the first lineage determination event in gastrulation, and required to supply the embryo with oxygen to support its subsequent exponential growth.

We also show that *Nanog* directly represses the master hematopoietic regulator *Tal1* (Porcher *et al*, 2017) through an upstream regulatory element located in an intron of the neighboring *Stil* gene. Interestingly, this site is occupied by NANOG only during the differentiation of ES cells to EpiLCs (Murakami *et al*, 2016). This change in binding site usage during this transition again suggests that *Nanog* has specific roles in the postimplantation pregastrulating epiblast (the *in vivo* equivalent of EpiLCs; Hayashi *et al*, 2011) that are distinct from those operating during the pluripotent state. *Tal1* is certainly a prime candidate for mediating at least partially the effects of *Nanog* on erythropoiesis, as we found that it is consistently repressed at different embryonic stages and in adult erythroid progenitors. However, surely other genes involved in early erythroid development, such as *Gata1*, could be also direct *Nanog* targets during this process. Further studies will unravel the full network regulated by *Nanog* at these stages.

In the adult, *Nanog* expression leads to defective erythroid‐cell maturation, as also occurs in the embryo, and to an accumulation of MEPs showing downregulation of *Tal1*. This can be explained by a defect in the differentiation of these progenitors, and the phenotype we observe is reminiscent of the adult‐specific *Tal1* knockout (Hall *et al*, 2005). It is therefore tempting to speculate that the regulatory circuit acting in the early embryo can be reenacted in the adult solely by induction of *Nanog*.

Hematopoietic differentiation of *Nanog* ^−/−^ ES cells (Chambers *et al*, 2007) confirms the proposed role for *Nanog* in erythroid development. Although *Nanog* ^−/−^ cells show an initial delay in the activation of early pan‐mesodermal markers such as *Brachyury*, once this occurs, they show a faster and more coherent expression of erythroid genes. Directed differentiation reveals that the lack of *Nanog* promotes the red blood cell potential of these cells, which show a marked increase in both primitive and more mature erythroid colony formation. Our results show that *Nanog* acts as a barrier to red blood cell development. Controlled downregulation of *Nanog* during the initial phases of differentiation may present a novel approach to boosting the generation of red blood cells from pluripotent stem cells, a major clinical need (Kaufman, 2009).

## Materials and Methods

### Animal model

We obtained the *Nanog/rtTA* mouse line (*R26‐M2rtTA;Col1a1‐tetO‐Nanog*) (Piazzolla *et al*, 2014) from Manuel Serrano (CNIO, Madrid) and Konrad Hochedlinger (Harvard Stem Cell Institute). This is a double transgenic line that carries the *M2‐rtTA* gene inserted at the *Rosa26* locus and a cassette containing *Nanog* cDNA under the control of a doxycycline‐responsive promoter (tetO) inserted downstream of the *Col1a1* locus. Mice were genotyped by PCR of tail‐tip DNA as previously described (Hochedlinger *et al* 2005; Piazzolla *et al*, 2014). Mice were housed and maintained in the animal facility at the Centro Nacional de Investigaciones Cardiovasculares (Madrid, Spain) in accordance with national and European Legislation. Procedures were approved by the CNIC Animal Welfare Ethics Committee and by the Area of Animal Protection of the Regional Government of Madrid (ref. PROEX 196/14).

Double‐homozygote transgenic males were mated with CD1 females, which were then treated with doxycycline (dox) to induce the *Nanog* cassette by replacing normal drinking water with a 7.5% sucrose solution containing dox (1 mg/ml), with replacement with fresh solution after 2 days. For transgene induction in embryos to be harvested at E7.5, a single 100 μl intraperitoneal injection of 25 μg/μl doxycycline was administered to pregnant females at E5.5, followed by dox administration in drinking water as above.

### RT–qPCR assays

RNA was isolated from ESCs or sorted E9.5 cells using the RNeasy Mini Kit (Qiagen) and then reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). RNA from individual E6.5‐7.5 embryos or sorted bone marrow populations was isolated using the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems) and reverse transcribed using the Quantitect Kit (Qiagen).

cDNA was used for quantitative PCR (qPCR) with Power SYBR^®^ Green (Applied Biosystems) in a 7900HT Fast Real‐Time PCR System (Applied Biosystems). Expression of each gene was normalized to the expression of the housekeeping genes *Actin* and *Ywhaz*. Primers used are listed in Dataset EV2.

### Flow cytometry

E9.5 and E10.5 whole embryos or dissected yolk sacs were disaggregated with 0.25% collagenase type I (Stemcell Technologies) at 37°C for 30 min, and the cells were washed with PBS containing 2% FBS (Gibco) and filtered through a 70‐μm mesh. The single‐cell suspension was then incubated for 30 min at 4°C with the following antibodies: anti‐CD71‐FITC (BD Biosciences), anti‐Ter119‐APC (BD Biosciences), anti‐cKit‐PEcy7 (BD Biosciences), and anti‐CD41‐PE (BD Biosciences). Samples were analyzed with the BD LSRFortessa flow cytometer.

Bone marrow of adult mice was obtained from femurs and tibias crushed in a mortar and filtered through a 70‐μm mesh to obtain single‐cell suspensions. For hematopoietic cell maturation assays, a small fraction of the bone marrow was separated and the rest was depleted of red blood cells by lysis in FACSLysing solution (BD Biosciences). Antibodies used for blood maturation assay were anti‐CD71‐FITC (BD Biosciences) and anti‐Ter119‐APC (BD Biosciences). Antibodies for BM precursor sorting were Biotinylated lineage cocktail (BD Biosciences), anti‐CD34(RAM34)‐FITC (BD Biosciences), anti‐cKit‐PEcy7 (BD Biosciences), anti‐CD16/32‐BV605 (BD Biosciences), and anti‐Sca1‐PerCP‐Cy5.5 (BD Biosciences).

### Cytospin cell preparation

For peripheral blood cytospin preparations, E9.5 embryos were dissected in warm PBS with 2% FBS and EDTA 0.5 mM, puncturing the yolk sac and the heart to let blood disperse into the media. All the preparation was passed through a 70‐μm filter, centrifuged for 5 min at 135 *g*, and resuspended in a final volume of 200 μl PBS. Cells were collected on a glass slide on a Thermo ScientificCytospin 4 Cytocentrifuge for 10 min at 200 rpm and stained with May‐Grünwald‐Giemsa. Slides were scanned on a NanoZoomer‐2.0RS C110730 scanner (Hamamatsu).

### Cell culture

ESCs were maintained in serum‐free conditions with Knock out serum replacement (Thermo Fisher), LIF (produced in‐house), and 2i (CHIR‐99021, Selleckchem; and PD0325901, Axon). BT12 and E14Tg2a ESCs were kindly provided by Ian Chambers and Austin Smith (Chambers *et al*, 2007). ESC was differentiated toward hematopoiesis according to published protocols (Sroczynska *et al*, 2009; Irion *et al*, 2010; Lesinski *et al*, 2012).

For embryoid body formation, 5000 ESCs were plated in StemPro34 medium supplemented with nutrient supplement (Gibco) and 2 mM l‐glutamine (l‐Gln), penicillin/streptomycin (Gibco), 50 μg/ml ascorbic acid, 200 μg/ml iron‐saturated transferrin, 4 ng/ml recombinant human BMP4, and 4 × 10^−4^ monothioglycerol. After 2.5 days, to the cultures were added 5 ng/ml recombinant human fibroblast growth factor 2 (rhFGF2; basic fibroblast growth factor [bFGF]), 5 ng/ml recombinant human activin A, 5 ng/ml recombinant human VEGF (rhVEGF), 20 ng/ml recombinant murine thrombopoietin (TPO), and 100 ng/ml recombinant murine stem cell factor (rmSCF). Cytokines were obtained from R&D Systems Inc. or Peprotech. EBs were dissociated at day 6 by treatment with 0.05% trypsin‐EDTA at 37°C for 2–5 min.

Dissociated EBs at day 5 and 6 were plated in Methocult SF M3436 methylcellulose medium for quantification of primitive erythroid progenitor cells (BFU‐E). Dissociated EBs at days 5, 6, and 7 were plated in Methocult GF M3434 methylcellulose medium for quantification of erythroid progenitor cells (CFU‐E), granulocyte–macrophage progenitor cells (CFU‐GM, CFU‐G, CFU‐M), and multi‐potential granulocyte, erythroid, macrophage, and megakaryocyte progenitor cells (CFU‐GEMM). Cells were plated in triplicate on ultra‐low attachment surface plates (Corning) at 50,000 cells per plate. Plates were incubated in high humidity chambers for 12 days at 37°C and 5% CO_2_. Whole plates were counted. For qPCR, EBs were directly lysed in extraction buffer and frozen at −80°C.

*Nanog*‐floxed ES cells (*Nanog* ^*flox*/−^; Zhang *et al*, 2018) were transfected with a Cre‐expressing plasmid to induce recombination using Lipofectamine 2000 (Invitrogen). After 48 h, GFP‐positive cells (*Nanog* ^*del*/−^ *)* and GFP‐negative cells used as control (*Nanog* ^*flox*/−^) were sorted using a FACS Aria Cell Sorter. Differentiation toward EpiLCs was induced by plating 5 × 10^4^ ES cells on a well of a 24‐well plate coated with human plasma fibronectin (10 μg/ml, Sigma) in N2B27 medium supplemented with 20 ng/ml Activin A (Preprotech),12 ng/ml bFGF (Preprotech), and 1% Knock out serum replacement (Thermo Fisher) for 3 days.

Embryonic stem cells from *Nanog* ^*tg*^ mice were derived following standard procedures (Nagy *et al*, 2003). Differentiation to EpiLCs was performed in *Nanog* ^*tg*^ ES cells and in two different clones of *Nanog* ^*tg*^ ES cells where the binding site upstream of *Tal1* was deleted (*Nanog* ^*tg*^; *dTal1* ^*del #1*^ and ^*#2*^). Differentiation was induced by plating 3 × 10^4^ ES cells on a well of a 24‐well plate and using the same conditions above‐mentioned. After 3 days of differentiation, doxycycline (2 ng/ml) was added to the medium of the corresponding wells to induce *Nanog* expression. One day later, EpiLCs with or without doxycycline treatment were lysed for RNA isolation.

### *In situ* hybridization and immunohistochemsitry

Embryos were collected in cold PBS, transferred to 4% PFA, and fixed overnight at 4°C. After washing, embryos were dehydrated through increasing concentrations of PBS‐diluted methanol (25, 50, 75, and 2× 100%). *In situ* hybridization in whole‐mount embryos was performed as described (Ariza‐McNaughton & Krumlauf, 2002; Acloque *et al*, 2008). Signal was developed with anti‐digoxigenin‐AP (Roche) and BM‐Purple (Roche). Images were acquired with a Leica MZ‐12 dissecting microscope. Probes for *in situ* were obtained by PCR of cDNA with the primers listed in Dataset EV2.

For immunohistochemistry in whole mount, embryos were fixed overnight at 4°C in 4% paraformaldehyde, followed by overnight incubation at 4°C in primary antibody diluted 1:100 (rat monoclonal anti‐endomucin, Santa Cruz sc‐65495; or rat monoclonal anti‐CD31, Santa Cruz sc‐18916), washed and incubated overnight at 4°C with 1:500 Alexa Fluor 488 goat anti‐rat (Termo Fisher Scientific, A‐11006) for Endomucin or HRP goat anti‐rat (Termo Fisher Scientific, 31470) for CD31. For histology, embryos fixed as above were dehydrated through an ethanol series, cleared with xylene, embedded in paraffin, sectioned at 5 μm, and stained with hematoxylin and eosin.

### RNA‐seq

RNA was isolated from three replicates each of approximately 20,000 MEPs purified by sorting from adult untreated and dox‐treated *Nanog* ^*tg*^ mice. Sequencing was performed by the CNIC Genomics Unit using the GAIIx sequencer. Adapters were removed with Cutadapt v1.14 and sequences were mapped and quantified using RSEM v1.2.20 to the transcriptome set from Mouse Genome Reference NCBIM37 and Ensembl Gene Build version 67. Differentially expressed genes between the two groups were normalized and identified using the limma bioconductor package. Only *P*‐values < 0.05 adjusted through Benjamini–Hochberg procedure were considered as significant. Hierarchical clustering was performed on Z‐scored values of the selected genes to generate an overview of the expression profile. Functional enrichment analysis was conducted using Enrichr (Kuleshov *et al*, 2016).

### CRISPR/Cas9 genome editing

sgRNAs were designed using the CRISPR Design Tool from the Zhang Lab at MIT (http://crispr.mit.edu/). Sequences of guide RNAs are indicated in Fig EV5A. The two guide RNAs at 25 ng/μl were incubated with the Cas9 protein (PNA bio) at 30 ng/μl and microinjected into the pronuclei of (CBAxC57)F1 zygotes (1,490); 1,075 surviving embryos were transferred to CD1 pseudopregnant females. 105 embryos were recovered at E6.5, and after discarding delayed or malformed embryos, 72 were lysed in 100 μl extraction buffer from the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems). Aliquots of 10 μl were used for DNA extraction for PCR genotyping, and the remaining 90 μl was used for RNA extraction for RT–qPCR. Embryos for which we did not obtain a clear genotype were discarded, as well as those for which RT–qPCR of housekeeping genes did not reach a minimal threshold.

Embryonic stem cells from *Nanog* ^*tg*^ mice were electroporated with Cas9 protein and sgRNAs as above. Individual clones were picked, genotyped as above, karyotyped, and expanded for further use.

### Statistical analysis

Statistical analysis was performed with the use of two‐tailed Student's unpaired *t*‐test analysis (when the statistical significance of differences between two groups was assessed) or one‐way ANOVAs with subsequent Fisher post‐test (when the statistical significance of differences between more than two groups was assessed). Prism software version 7.0 (Graphpad Inc.) was used. For the analysis of the expected proportion of co‐expressing cells with *Nanog,* we used a hypergeometric test in R.

## Author contribution

JSA and MM designed the research with input from JI, BG, and JN. JSA performed the majority of the experiments, with the help of SM for embryo work and tissue culture; IR for genome editing; AB and MT for ES cell work; WJ and AA for data analysis; IC, AB, and GC‐T for analysis of adults; and CB‐C for in situs. JSA and MM wrote the manuscript with input from all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

Sequencing data have been deposited at GEO under accession number GSE119467 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119467).

# Supplementary material for: The pluripotency factor NANOG controls primitive hematopoiesis and directly regulates Tal1
**Source:** EMBO J. 2019 Feb 27;38(7):e99122. doi: 10.15252/embj.201899122
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

### Figure EV1. Developmental phenotype of sustained *Nanog* expression in the mouse embryo.

- A CD31 staining of yolk sac vasculature in control (–dox) or treated (+dox) E9.5 *Nanog*<sup>tg</sup> embryos. Below, higher magnifications of the boxed areas are shown. Scale bar, 500  $\mu$ m.
- B Heart morphology is not affected in dox-treated (+dox) E9.5 *Nanog*<sup>tg</sup> embryos. Below, hematoxylin eosin staining of sections reveal normal development of the heart in treated (+dox). Dotted lines in upper panels indicate plane of sections. Scale bar, 500  $\mu$ m (whole mounts), 250  $\mu$ m (sections).
- C Representative images of May-Grünwald-Giemsa stained cytopins from control (–dox) and dox-treated (+dox) E9.5 embryos. Scale bar, 5  $\mu$ m.
- D Relative expression of *Nanog* and hematopoietic genes in cKit<sup>+</sup>CD41<sup>+</sup> and cKit<sup>+</sup>CD41<sup>+</sup> populations sorted from E9.5 control (–dox) and treated (+dox) embryos.  $n = 7$  (–dox) or  $n = 4$  (+dox); each replicate contained a pool of 5 (–dox) or 8 (+dox) E9.5 *Nanog*<sup>tg</sup> embryos. \*\*\* $P < 0.0005$ ; Student's *t*-test. Horizontal line represents mean values and error bars SD.
- E Whole-mount *in situ* hybridization for *Gata1* and *Klf1* of control (–dox) and treated (+dox) E7.5 *Nanog*<sup>tg</sup> embryos. Arrows indicate the location of blood islands in the extraembryonic yolk sac. Scale bar, 250  $\mu$ m.
- F Relative expression of *Nanog*, mesodermal (*Eomes*, *Brachyury*, *Kdr*), and hematopoietic (*Runx1*, *Tal1*, *Gata1*, *Klf1*) genes in single control (–dox) or treated (+dox) E7.5 embryos ( $n = 4$ ). \* $P < 0.05$ , \*\* $P < 0.005$ , \*\*\* $P < 0.0005$ ; Student's *t*-test. Horizontal line represents mean values and error bars SD.

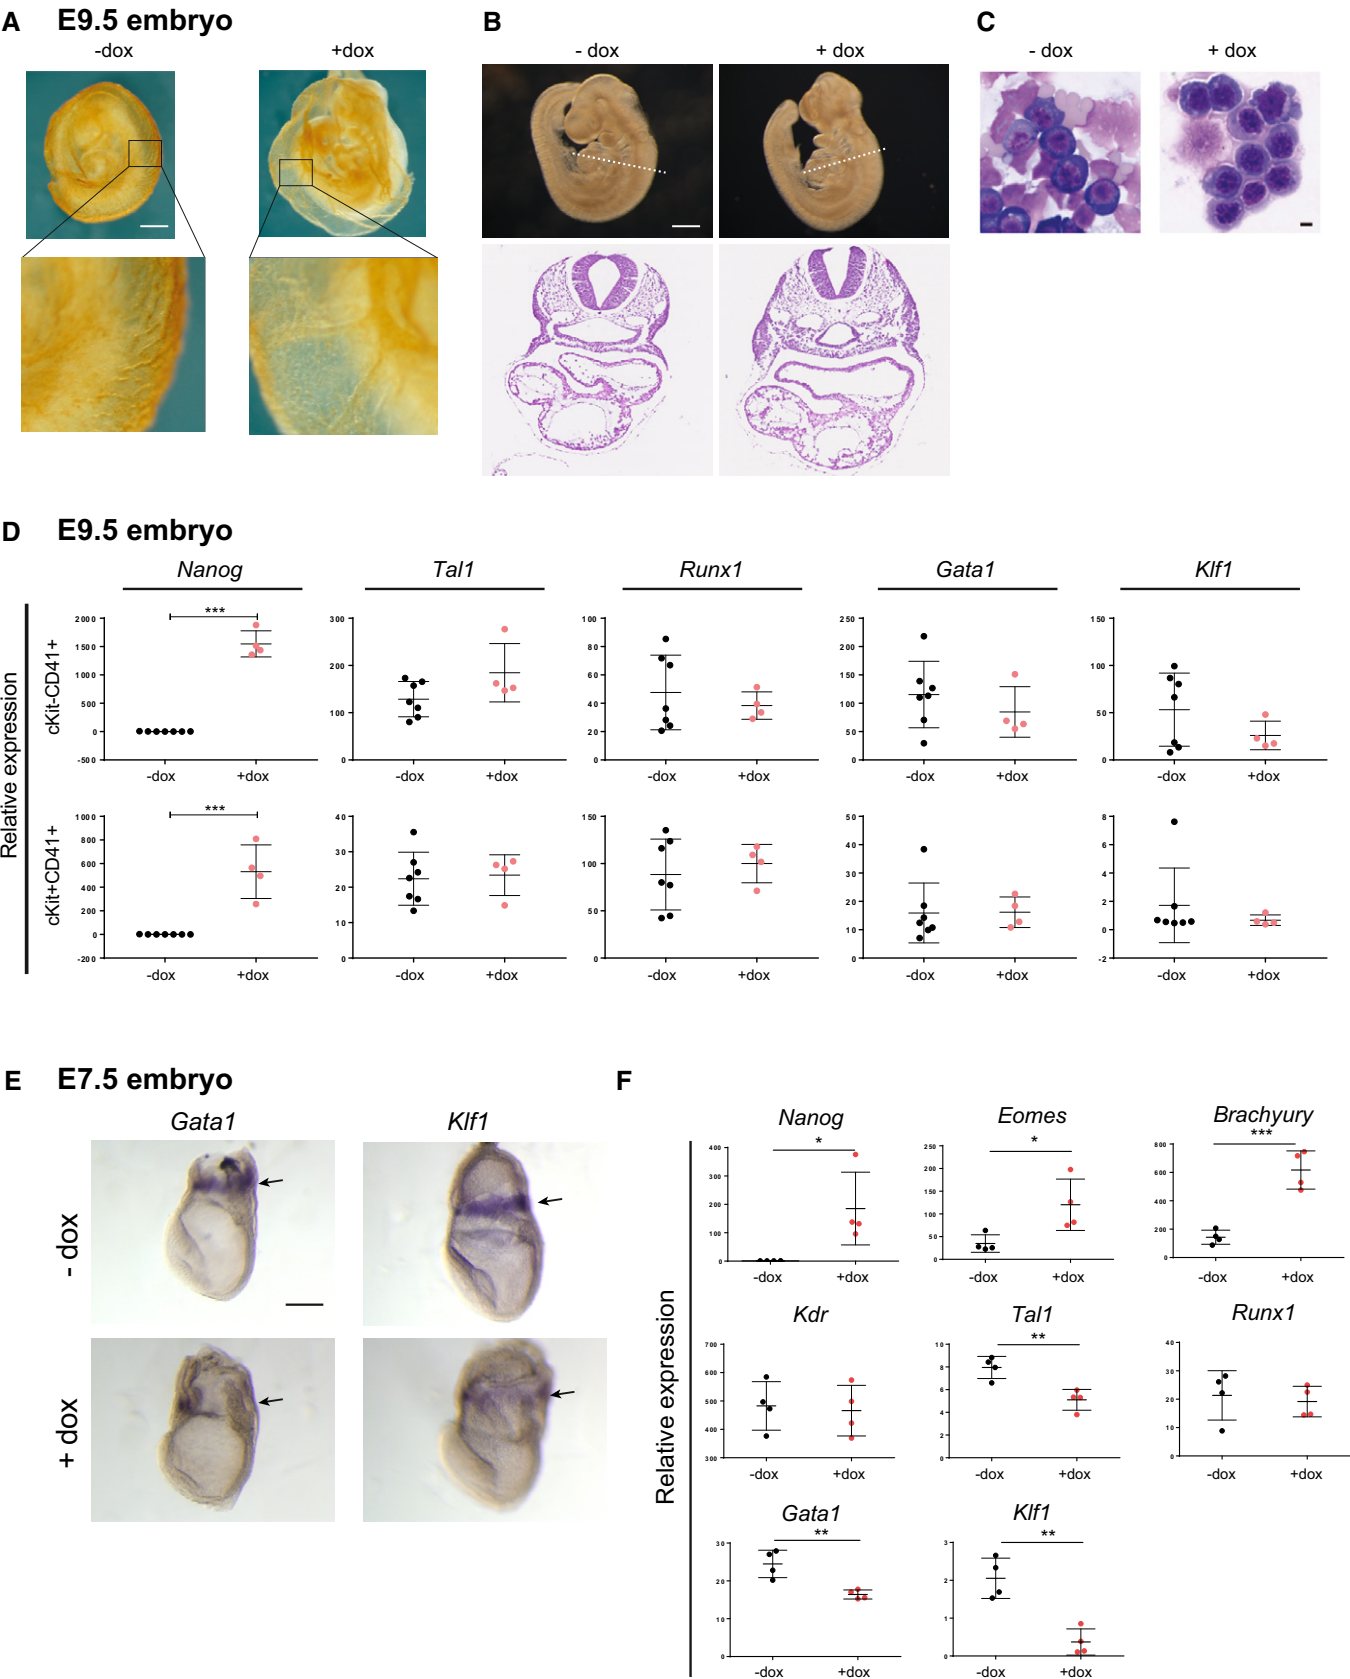

Figure EV1.

**Figure EV2. Expression profiles of hematopoietic genes during differentiation aligned at the peak of *Brachyury* expression.**

- A Timing of *Brachyury* expression before (left) and after (right) the alignment of its peak of expression that occurs at day 3 (D3) of differentiation in wild-type ES cells (wt, black) and at day 5 (D5) in *Nanog*<sup>-/-</sup> cells (red). *n* = 3. Horizontal line represents mean values and error bars SEM.
- B Timing of expression of *Nanog* and selected hematopoietic genes when wt and *Nanog*<sup>-/-</sup> cells after alignment. The time point of maximum *Brachyury* expression is labeled as T d0. Horizontal line represents mean values and error bars SEM.
- C Relative expression of *Nanog*, *Brachyury*, *Tal1*, *Gata1*, *Klf1*, and *Hbb-bh1* determined by RT-qPCR for *Nanog*<sup>flax/-</sup> and *Nanog*<sup>del/-</sup> during ES to EpiL cell transition (*n* = 3). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001; ANOVA with Fisher post-test. Horizontal line represents mean values and error bars SEM.

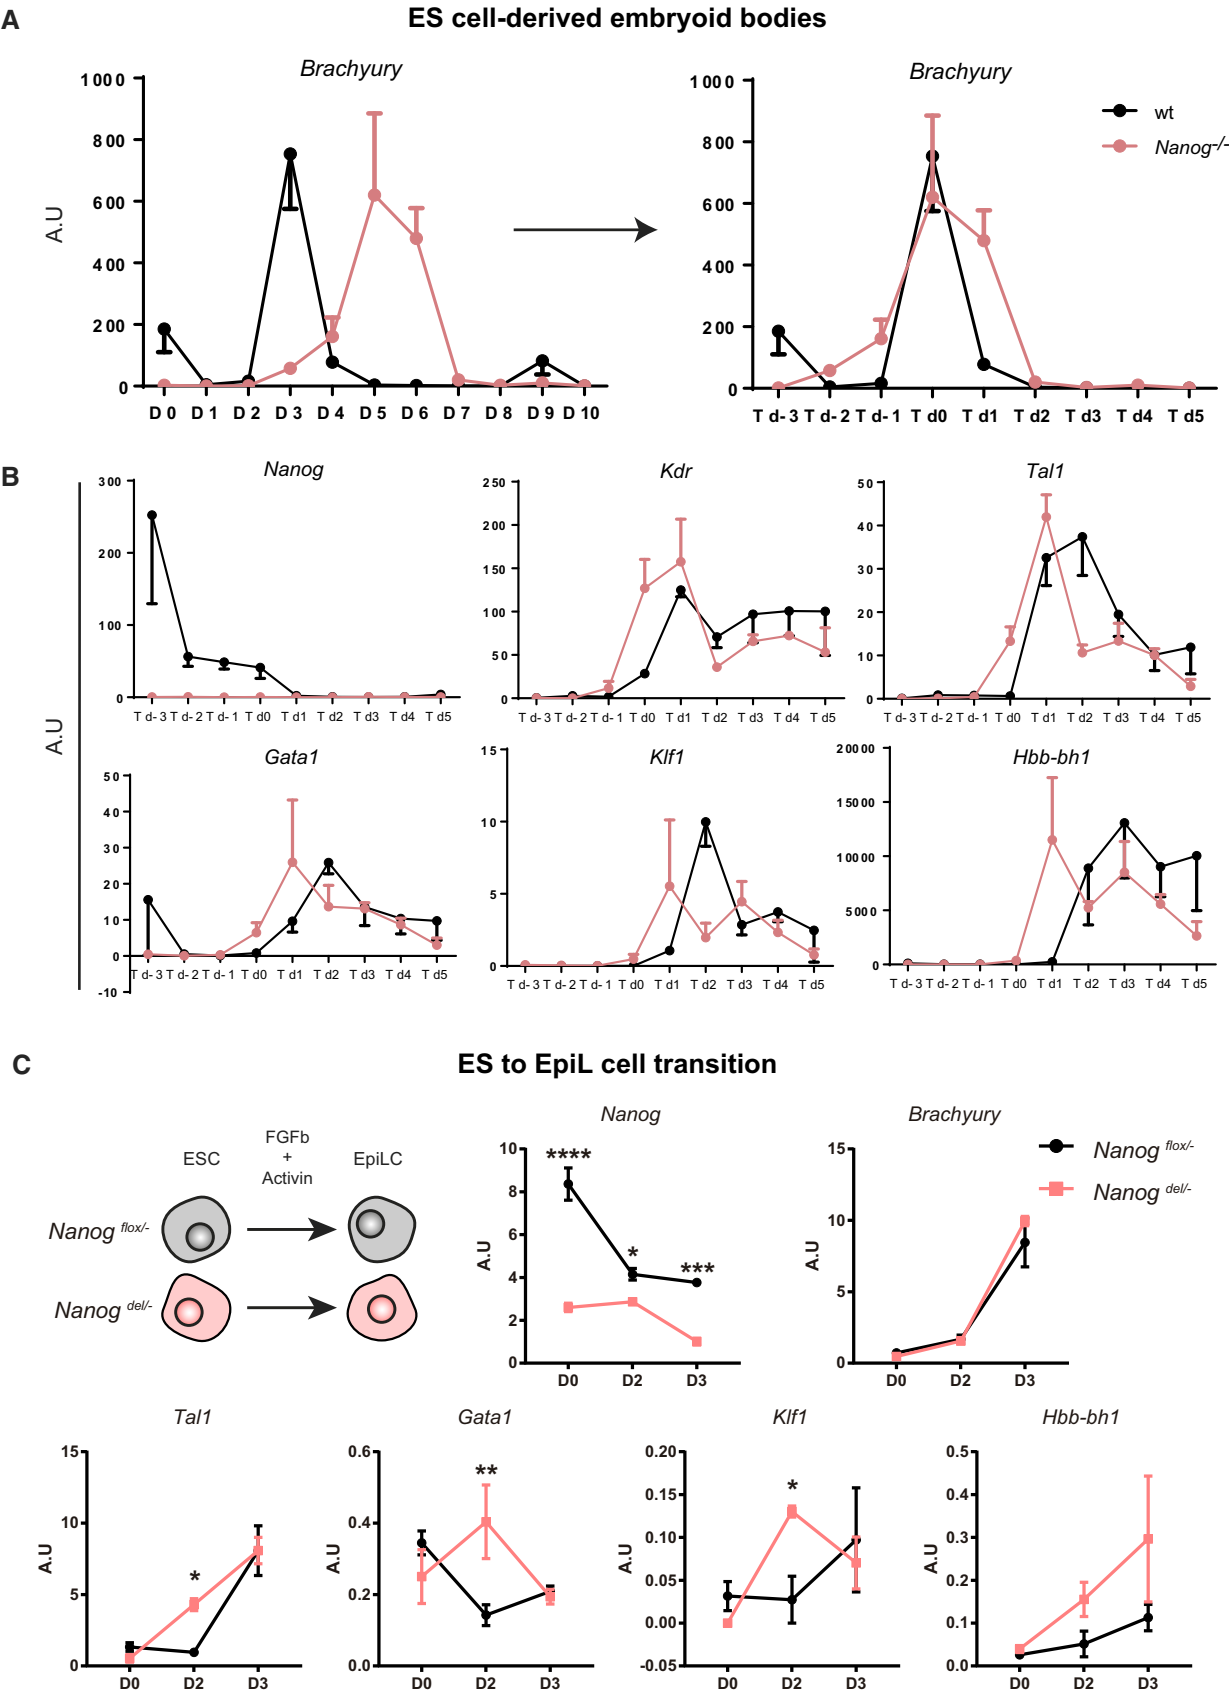

**A Adult MEPs**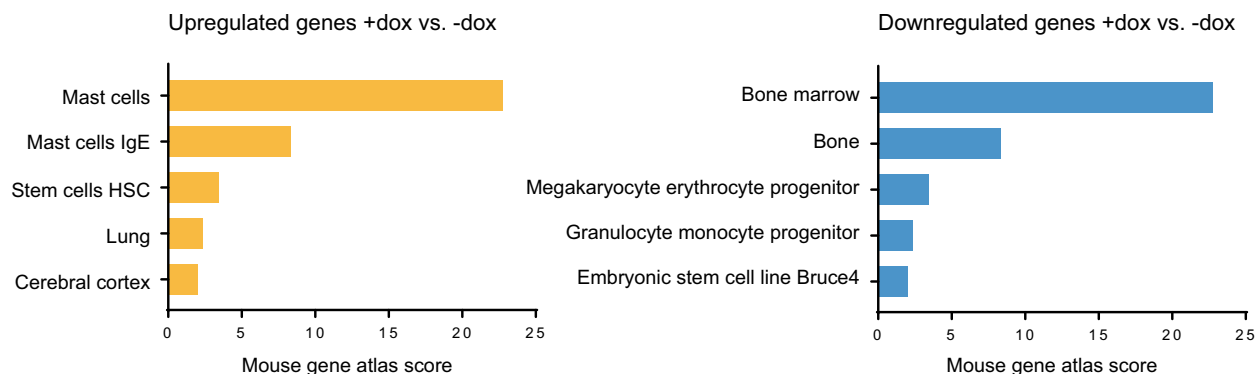**B**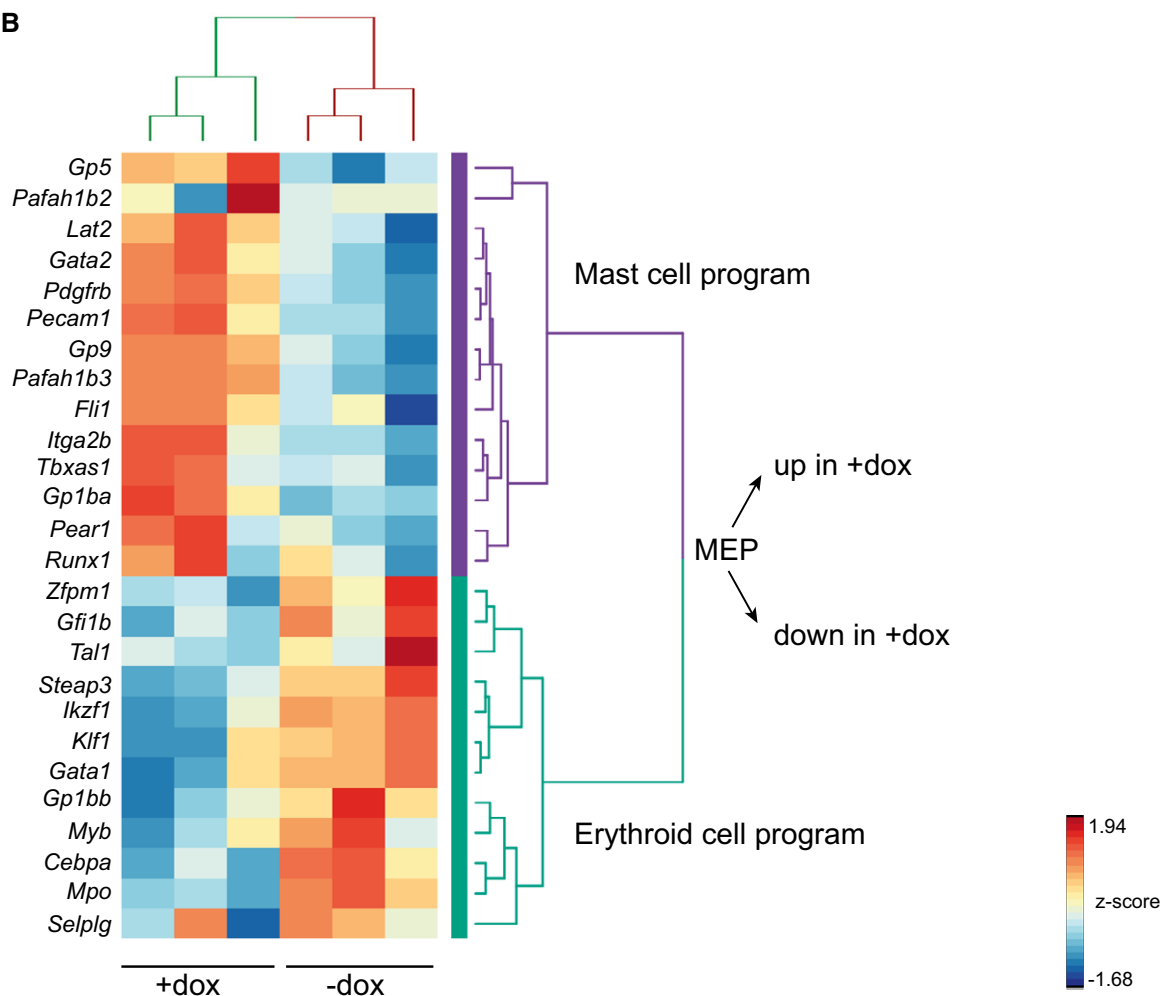**Figure EV3. Transcriptional profiling of MEPs from *Nanog*<sup>tg</sup> adult mice.**

A Enriched functional categories in genes that are significantly upregulated (left, orange) or downregulated (right, blue) in MEPs isolated from dox-treated *Nanog*<sup>tg</sup> mice compared to untreated controls. Mouse gene atlas score was calculated using Enrichr.

B Heatmap of the expression (as z-score) across the three replicates for each condition of selected genes for the mast cell and erythroid transcriptional programs.

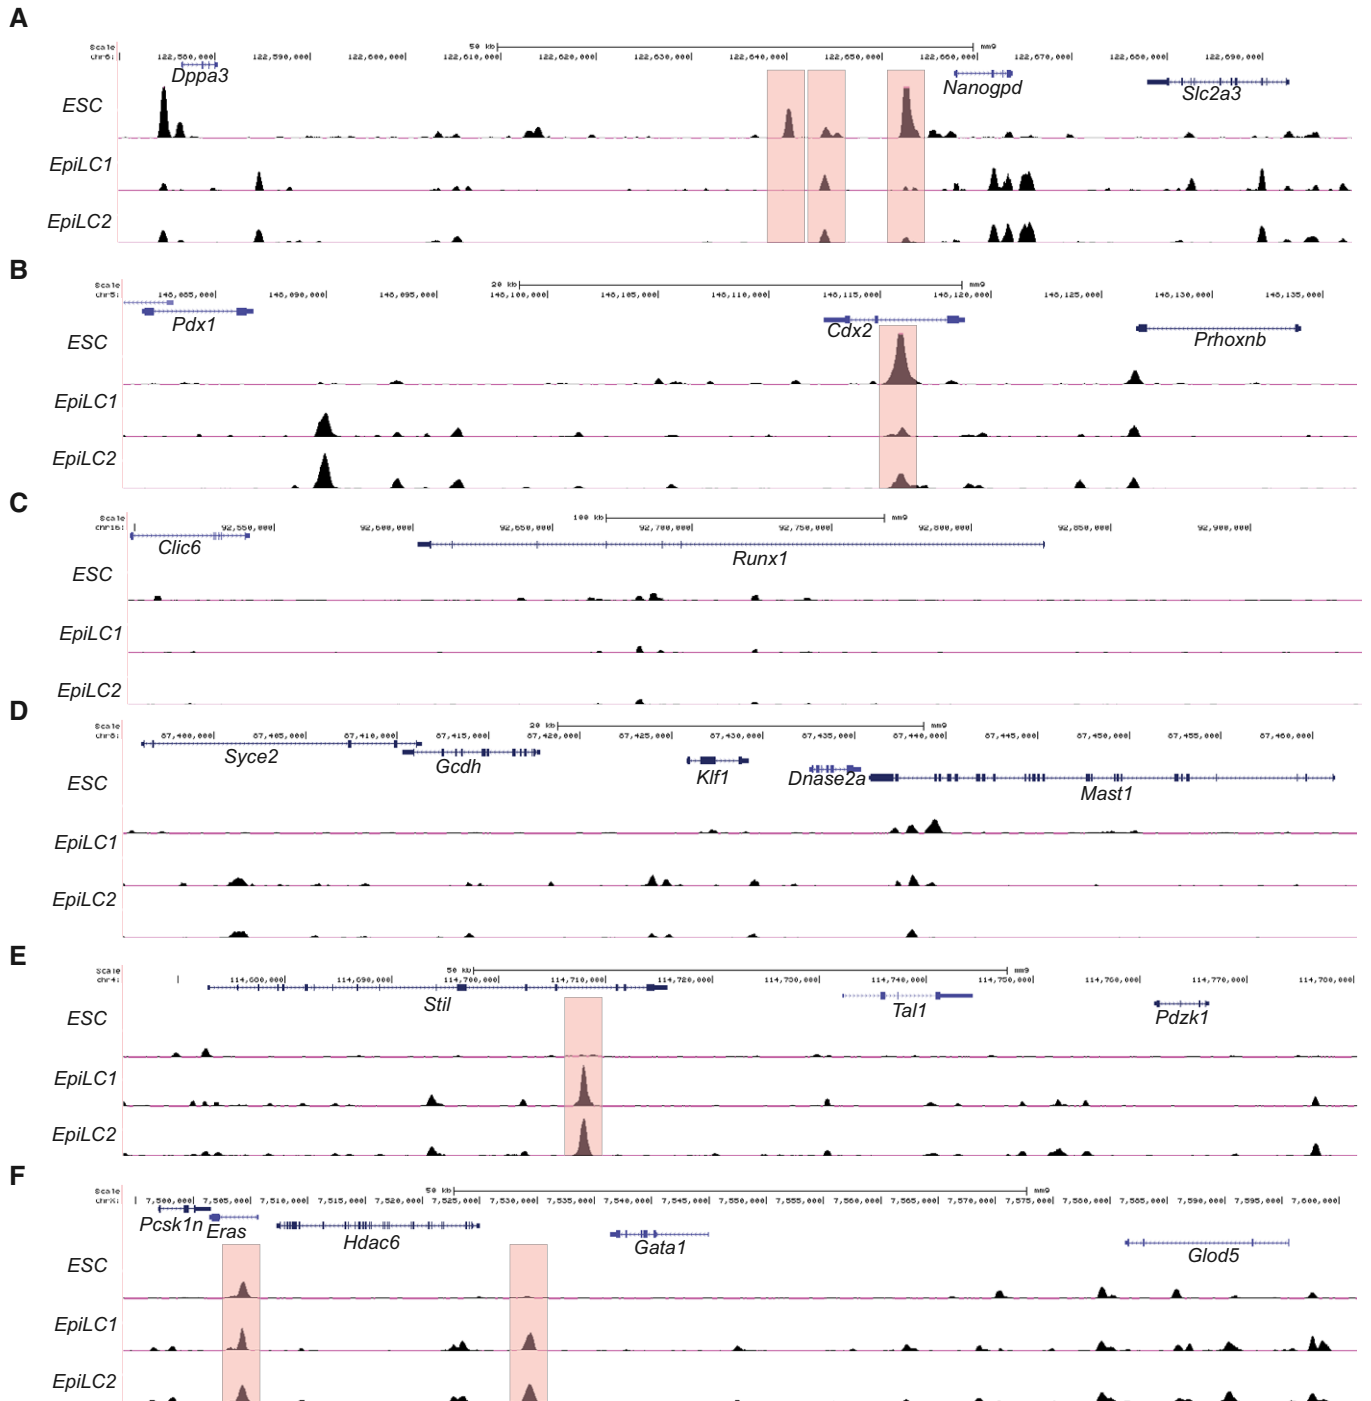

**Figure EV4. Distribution of NANOG bound regions at selected loci in ES and Epi-like cells (EpiLC).**

A–F UCSC browser views (mm9) of different genomic regions showing NANOG bound regions as determined by ChIP-seq in ES cells (ESC) and two replicates of epiblast-like cells (EpiLC1, EpiLC2). Selected peaks are highlighted by boxing in red. (A) *Nanog*: chr6:122,569,855–122,699,399. (B) *Cdx2*: chr5:148,080,850–148,136,544. (C) *Runx1*: chr16:92,497,828–92,940,224. (D) *Klf1*: chr8:87,395,041–87,462,459. (E) *Tal1*: chr4:114,664,868–114,780,341. (F) *Gata1*: chrX:7,493,906–7,601,563. ChIP-seq data were obtained from Murakami et al, 2016 (GEO accession number GSE71933).

A

mm9, chr4:114707745-114708744

 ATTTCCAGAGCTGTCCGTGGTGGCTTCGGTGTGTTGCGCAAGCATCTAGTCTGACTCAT  
 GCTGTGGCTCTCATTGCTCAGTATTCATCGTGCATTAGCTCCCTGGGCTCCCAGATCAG  
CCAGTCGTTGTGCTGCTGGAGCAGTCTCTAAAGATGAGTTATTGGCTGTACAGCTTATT  
 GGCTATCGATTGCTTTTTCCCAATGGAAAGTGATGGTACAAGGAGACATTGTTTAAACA  
 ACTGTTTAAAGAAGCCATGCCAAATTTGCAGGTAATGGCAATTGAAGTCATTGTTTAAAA  
 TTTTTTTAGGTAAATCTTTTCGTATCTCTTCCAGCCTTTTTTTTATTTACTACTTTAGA  
 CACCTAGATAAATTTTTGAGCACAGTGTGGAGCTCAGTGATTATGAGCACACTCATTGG  
 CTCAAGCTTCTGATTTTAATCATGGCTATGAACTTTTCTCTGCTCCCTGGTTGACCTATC  
 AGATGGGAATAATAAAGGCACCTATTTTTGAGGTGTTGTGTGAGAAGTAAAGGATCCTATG  
 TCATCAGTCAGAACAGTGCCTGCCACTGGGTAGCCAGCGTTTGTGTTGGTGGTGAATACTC  
 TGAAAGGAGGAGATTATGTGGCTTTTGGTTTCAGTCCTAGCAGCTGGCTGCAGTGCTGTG  
 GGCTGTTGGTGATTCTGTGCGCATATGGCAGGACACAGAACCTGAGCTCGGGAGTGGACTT  
 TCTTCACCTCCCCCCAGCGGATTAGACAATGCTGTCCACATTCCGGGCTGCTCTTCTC  
 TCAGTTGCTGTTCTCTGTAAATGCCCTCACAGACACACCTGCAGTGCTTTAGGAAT  
 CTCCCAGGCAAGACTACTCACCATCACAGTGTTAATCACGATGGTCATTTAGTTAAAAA  
 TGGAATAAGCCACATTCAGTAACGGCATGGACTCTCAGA

PCR genotyping primers

guide RNA

NANOG BS

B

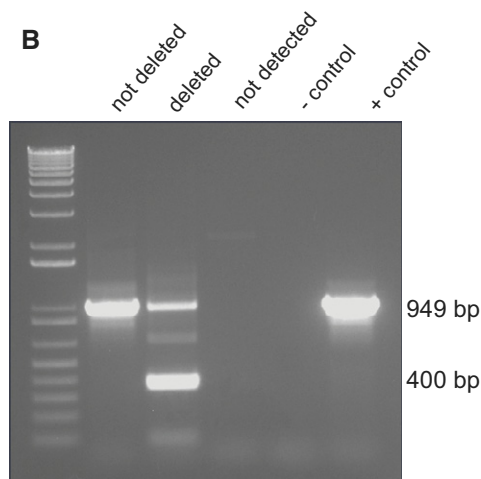

C

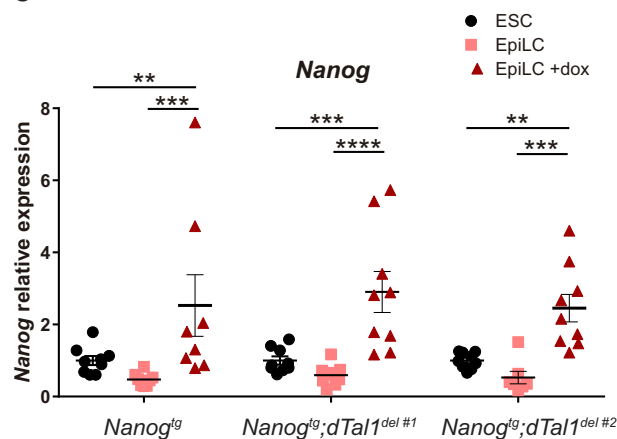Figure EV5. CRISPR/Cas9 deletion of the *Tal1* NANOG binding peak.

- A DNA sequence of the genomic region located at -22 kb from *Tal1* bound by NANOG in EpiLC. 

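The drawn sequence was located on the NCBIM37 genome (mm9). Both genotyping primers and both guides match the reference exactly once in the searched region around *Stil* and *Tal1*, and both motifs match once between the primers. The forward primer ATGAGACCAGTGCAAACTGT begins at 114707745 on chromosome 4 and the reverse primer, drawn as AACTGGCATGGACTCTCAGA, ends at 114708744, so the reference distance between the outer primer ends is 1000 bp. The region lies in *Stil* (114672723 to 114715801, plus strand), in an intron that runs from 114705477 to 114710942 and is intron 14 of the 17-exon transcript Stil-001. It touches no annotated exon, and its centre is 20.8 kb upstream of the start of *Tal1* at 114729031. Guide 1, drawn with its PAM as CCAGATCAGCCAGTCGTTGTGCT, occupies 114707916 to 114707938, and guide 2, drawn as CCCCCCAGCGGATTAGACAATGC, occupies 114708536 to 114708558. Both target the minus strand. Cas9 cuts 3 bp from the PAM, which places the cuts after 114707921 and after 114708541, 620 bp apart, and leaves a product of 380 bp when the ends are joined without further loss. Both NANOG motifs lie between the cuts. The first, GTAATGGCA, occupies 114708075 to 114708083 within the reference sequence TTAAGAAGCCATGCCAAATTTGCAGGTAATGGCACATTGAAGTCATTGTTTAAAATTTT (114708050 to 114708108). The second, GTCATGGCT, occupies 114708243 to 114708251 within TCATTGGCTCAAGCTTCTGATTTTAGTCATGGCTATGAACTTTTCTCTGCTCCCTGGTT (114708218 to 114708276).

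**Figure D4:**
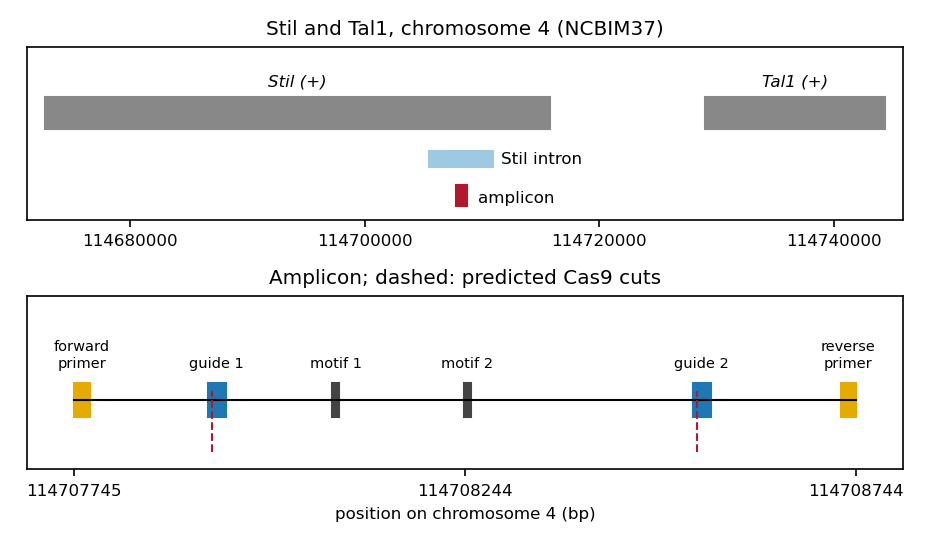
Map of the region by position in bp on chromosome 4 of NCBIM37. The upper panel shows *Stil*, *Tal1*, the *Stil* intron and the region between the primers (amplicon), and the lower panel shows the primers, guides and NANOG motifs with the predicted cuts as dashed lines, 620 bp apart with both motifs between them.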

PCR genotyping primers are highlighted in yellow, guide RNAs in blue (PAM sequence is underlined), and two consensus NANOG binding motifs in dark gray and white bold lettering.
- B Representative gel of PCR genotyping of individual E6.5 embryos showing not deleted, deleted, not detected, negative control (no DNA), and positive control (wild-type embryo). The size of the wild-type (949 bp) and deleted (400 bp) bands are indicated.
- C Relative expression of *Nanog* determined by RT-qPCR for each ES cell line (ESC;  $n = 9$  for all three lines) and EpiL cells without (EpiLC; EpiLC; *Nanog*<sup>tg</sup> and *Nanog*<sup>tg</sup>; *dTal1*<sup>del#1</sup>,  $n = 8$ ; *Nanog*<sup>tg</sup>; *dTal1*<sup>del#2</sup>,  $n = 7$ ) or with dox treatment (EpiLC + dox; *Nanog*<sup>tg</sup>,  $n = 8$ ; *Nanog*<sup>tg</sup>; *dTal1*<sup>del#1</sup> and *Nanog*<sup>tg</sup>; *dTal1*<sup>del#2</sup>,  $n = 9$ ). The genotype of the cell lines is indicated below. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ ; ANOVA with Fisher post-test. Horizontal line represents mean values and error bars SEM.

How the deposited data were processed for this re-analysis (not part of the article)

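RNA was sequenced from megakaryocyte–erythroid progenitors of adult Nanog transgenic mice, in 3 replicates from dox-treated and 3 from untreated mice. The authors removed adapters with Cutadapt, mapped and quantified the reads with RSEM on the NCBIM37 Ensembl transcriptome and normalized them with limma. They deposited log2 values of CPM, counts per 1000000 reads of a normalized library size, with 0.5 reads added, for 12101 genes. Replicates were not pooled. The method behind the normalized library sizes, the filter on low genes and the use of strand in counting are not named in the paper's text. In the deposited table every gene has more than 1 CPM in at least 2 libraries, and every gene has at least 47 reads over the 6 libraries.

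The reads behind each deposited value were recovered from the lowest value of each library, with a largest deviation from a whole number of 6.6e-09 reads. Between 11264803 and 16153600 reads per library fell on listed genes. The normalized library size was between 0.946 and 1.08 times that number. The 10 genes with most reads held between 4.86% and 6.50% of the reads. Recovered reads were used for depth, for the floor of 3 reads and for precision weights. Every column matched a sample by its labels.

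Differential expression used limma (version 3.58.1, R 4.3.3) with lmFit and eBayes on the deposited log2 values, without a block or weights, on the 12088 genes with at least 1 CPM in at least 3 libraries. P-values were adjusted by the Benjamini–Hochberg procedure with a threshold of 0.05. Fold changes are on the log2 scale with 0.5 reads added, which understates the change of genes with few reads. Single genes also had a two-sided exact permutation test, which for 3 libraries against 3 cannot give a p under 0.1. Marker lists were tested with limma's camera at an inter-gene correlation of 0.01. They were written before the expression values were seen, but after part of the paper's Dataset EV1 had been read, which shaped some members of the granulocyte-monocyte list. An embryonic stem cell list was added later. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

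The genes named were set by a rule fixed before the data were examined. They are the genes of Fig EV3B, Nanog and the genes the paper names in adult MEPs, the 5 largest rises and 5 largest falls past the threshold whose groups do not overlap and whose mean is at least 5 CPM, up to 5 genes per marker list with the smallest p-values, and sex-linked genes as a check. Gene names and positions are those of the NCBIM37 annotation, which held 12067 of the listed genes. GC content and length came from its transcripts, for 11316 genes.

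Both groups have replicates numbered 1 to 3 in the labels, and a fit with that number as a block was made beside the fit without it. The paper does not say that same-numbered replicates were collected together. The alternatives changed the pseudocount, the filter, the variance model, the weights, the scaling of libraries, the block, the threshold, the list test and its members, and left out each library in turn. Fits with voom precision weights were added after seeing the data.

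The limma fit was tested on simulated data. In 10 sets of reads drawn for 12101 genes, with 200 genes changed by known amounts, limma on log2 values recovered 98.6% of the changed genes on average, and 5.57% of its calls were false on average, with a range from 2.96% to 8.45%. With the replicate block the share of false calls averaged 6.81%, and with voom precision weights 4.17%. With no gene changed, 0 genes were called in any set. The simulated spread was a single dispersion of 0.016, smaller than that of many real genes, so these shares are those of an easier case.

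Not analysed here were the embryo, cell line and transplantation experiments of the paper, the RT–qPCR measurements, and the gene lists behind Fig EV3A. Of Dataset EV1, 1998 lines were used and 9721 were not used here.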

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

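Each result in this part was singled out because it concerns a gene or a list as a whole that the paper does not discuss and stands above or below the untreated MEPs. Some members of these lists are drawn in Fig EV3B, *Cebpa* and *Mpo* in the granulocyte-monocyte list and *Gata2* in the stem cell list. Without them the median log2 fold change was -2.12 over 34 genes and 1.35 over 17 genes. The tests of other splits, of GC content and length and of library scaling for the stem cell, proliferation and mitochondrial genome lists, and all tests of the largest single-gene changes, were chosen only after the results were seen. The other tests were set before any list test had been seen. By then a fit of single genes had been seen, with *Mpo*, *Cpa3*, *Ms4a2*, *Vwf*, *Pf4* and the largest changes. The 6 libraries can be split into 3 against 3 in 10 ways. The real split parts all 3 same-numbered pairs, as 3 other splits do, and the remaining 6 splits part 1 pair each. With 4 comparable splits no share under 0.05 can be reached whatever the data, so the counts of splits describe the lists below and cannot tell their patterns apart from an accident of which libraries fell in which group. Over all 10 splits, with the replicate numbers disregarded, the camera p was as small in 2 for the granulocyte-monocyte list, 2 for the stem cell list, 1 for the mitochondrial genome list and 4 for the proliferation list. Single genes were not tested with other splits.

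The granulocyte-monocyte list was lower in dox-treated MEPs, with a median log2 fold change of -2.12 over 36 genes, which lay between -2.40 and -1.87 under all alternatives. Of the 4 comparable splits 2 gave a camera p as small, the real split and the split that sets dox-treated replicates 1 and 3 and untreated replicate 2 against the rest. After GC content, length and mean expression were regressed out the median was -2.35, and under the library scaling that lowered it most it was -2.01, so neither accounts for it. A candidate explanation is that the sorted MEPs of dox-treated mice held fewer granulocyte-monocyte cells. The loss of a single cell type as the only source of these transcripts would lower all members by a common factor, but over 34 members the variance of the log2 fold changes was 5.49 times that given by their standard errors. A mixture of several such cell types, or a change within the progenitors, was not tested and remains open.

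The stem cell list was higher, with a median log2 fold change of 1.36 over 18 genes, of which 16 were higher. Of the 18, 3 passed the threshold, *Ifitm1*, *Txnip* and *Angpt1*, and 0 did with the replicate block. With the block and voom precision weights, chosen after seeing the data, 9 did. In 1 of the 4 comparable splits, the real one, the camera p was as small. A split that parts 1 pair, dox-treated replicates 1 and 2 with untreated replicate 1, gave a smaller one. The median was 1.16 after GC content, length and mean expression were regressed out, and 1.20 under the library scaling that lowered it most. This may reflect less mature cells among the sorted MEPs, a hypothesis that was not tested here.

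The 13 genes of the mitochondrial genome were lower, with a median log2 fold change of -0.69 and 0 members higher, and with 1 of the 4 comparable splits as small in camera p. Under quantile normalization the median was -0.39. Once GC content, length and mean expression were regressed out it was -0.10, so the pattern is consistent with an effect of those properties, although these genes lie far from the others in expression and the regression is extrapolated there. Dox acts on mitochondrial ribosomes and untreated mice received none, so its own effect cannot be separated from that of *Nanog*. If dox had caused a mitochondrial stress response, a list of ATF4 target genes would be higher, and its camera adjusted p was 0.925. Its members moved both ways, with *Trib3* (log2 fold change 1.10, adjusted p = 0.018, limma) and *Nupr1* (1.70, adjusted p = 0.029) higher and *Sesn2* (-0.95, adjusted p = 0.033) lower, so a partial response is not excluded. The camera adjusted p of the mitochondrial genome list (4.4e-08) is the observation itself and cannot decide for or against dox, and with the inter-gene correlation estimated it was 0.549.

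The proliferation list was lower, with a median log2 fold change of -0.35, 0 of 28 genes higher, 0 past the threshold and 9 at an unadjusted p under 0.05. Past the threshold were 27 of the 28 with array quality weights, 28 with these and voom precision weights, and 24 without dox-treated replicate 3. The same list gave a camera p as small in 2 of the 4 comparable splits, the other being dox-treated replicates 1 and 2 and untreated replicate 3 against the rest, and that split keeps dox-treated replicate 3 apart from the other dox-treated replicates. After GC content, length and mean expression were regressed out the median was -0.26, and under the scaling that lowered it most -0.24. No biological explanation was tested.

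Among single genes, *Aire* was at least 236.3-fold, *Htr5b* at least 76.9-fold, *Car8* at least 62.6-fold and *She* at least 50.6-fold higher in dox-treated MEPs. The log2 fold changes of *Chst10*, *Tinagl1*, *Acsl6*, *Lrig1* and *Fcnb* were -5.10, -4.65, -4.45, -4.14 and -3.96. Under the 3 rescalings of the libraries the smallest ratio of any of these log2 fold changes to the reported one was 0.972. Of these genes 0 overlapped a listed gene that changed the same way past the threshold, and *Lrig1* overlapped *Slc25a26*, which did not change. Whether *Nanog* acts on these genes directly was not tested. *Car8*, *She* and *Aire* were lower in dox-treated replicate 3 than in the other dox-treated replicates. So was *Htr5b*, by less, at 16.5 CPM against 24.8 and 21.7. *Car8*, *She* and *Aire* were not past the threshold with voom precision weights, chosen after seeing the data (adjusted p = 0.077, 0.055 and 0.311). *Htr5b* and the 5 lowered genes were.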

How the results depend on the processing

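The alternatives were set in advance, except the fits with voom precision weights, which were chosen after seeing the data. Count tests were set in advance only for a table deposited as counts and were not run on the reads recovered from the log2 values, which were used for voom precision weights. The cause of the changes below was not tested, apart from the overlap with the paper's calls, which voom precision weights restored in full.

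Of 12088 genes tested, 555 were higher and 384 lower. Both counts stayed within 1.5 times of these with either pseudocount, without the filter, with a mean of at least 5 CPM, under the 3 rescalings and with voom precision weights alone (616 and 569, 773 genes shared). They were 909 and 747 with a mean-variance trend, 2515 and 2601 with array quality weights, 2643 and 3108 with voom precision weights and array quality weights, 348 and 218 at an absolute log2 fold change of at least 1, and 1273 and 939 at an adjusted p under 0.1. With the replicate block they were 53 and 29 on unweighted values, and 581 and 355 with voom precision weights. Leaving out each library gave from 92 to 1801 higher and from 36 to 1687 lower, the highest without dox-treated replicate 3, which array quality weights gave the lowest weight, 0.163. Rescaling to the same total moved the median log2 fold change of all genes from -0.03 to 0.08, with 631 higher and 286 lower.

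Of the Fig EV3B genes, 5 of the mast cell program and 1 of the erythroid program passed the threshold. The counts were 8 and 3 with a pseudocount of 1, 8 and 4 with a mean of at least 5 CPM, 9 and 4 with a mean-variance trend, 12 and 10 with array quality weights, 5 and 3 after quantile normalization, 0 and 0 with the replicate block, 8 and 4 with voom precision weights, 7 and 3 with these and the block, and 13 and 10 with these and array quality weights. Leaving out each library gave from 0 to 10 and from 0 to 6. With the replicate block 11 of the mast cell and 6 of the erythroid program genes had an unadjusted p under 0.05, and without each library from 9 to 13 and from 4 to 8 did.

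The overlap with the paper's 562 calls in the part of Dataset EV1 used was 342. It was 559 with a mean-variance trend and with array quality weights, 28 with the replicate block, 320 with the block and voom precision weights, 562 at an adjusted p under 0.1 and with voom precision weights, with or without array quality weights, and from 35 to 519 without each library.

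The medians of the granulocyte-monocyte, mitochondrial genome, proliferation, erythroid, mast cell, megakaryocyte and stem cell lists kept their direction under every alternative. With the inter-gene correlation estimated, no list passed: the adjusted p for medians of -2.12 (granulocyte-monocyte), -0.69 (mitochondrial genome), -0.35 (proliferation), -0.33 (erythroid), 0.49 (mast cell), 0.98 (megakaryocyte) and 1.36 (stem cell) was between 0.549 and 0.590. That estimate rests on 6 libraries, so a list that fails it is not shown to be unchanged. By the rotation test fry the granulocyte-monocyte and mitochondrial genome lists passed (adjusted p = 0.020 for each) and the erythroid (0.219), mast cell (0.157), megakaryocyte (0.171), proliferation (0.171) and stem cell (0.139) lists did not. The erythroid list also failed after quantile normalization (median -0.18, adjusted p = 0.057), and its medians without each library ran from -0.54 to -0.22, failing without dox-treated replicate 1. The megakaryocyte list failed without the members drawn in Fig EV3B (median 0.46, adjusted p = 0.091).

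The B and T cell list had a median of -0.03 that became 0.49 with array quality weights, 0.34 with those and voom precision weights, 0.147 with voom precision weights and the replicate block, 0.084 after rescaling to the same total and 0.048 with a pseudocount of 1, and ran from -0.56 to 0.24 without each library, passing without dox-treated replicate 1 only. Camera's direction for the ATF4 list, with a median of -0.12, turned upward in 5 alternatives, after quantile normalization (-0.014), with the replicate block (-0.12) and without dox-treated replicate 1 (-0.039), dox-treated replicate 2 (-0.038) or untreated replicate 2 (-0.024), and its medians ran from -0.19 to -0.024 without each library. *Pafah1b2* changed sign, to -0.050 with array quality weights, -0.039 with voom precision weights and array quality weights and -0.060 without dox-treated replicate 3, with 0.148 the highest without a library. Over 83 named genes and all alternatives, 1214 of 1567 results kept their direction and their side of the threshold, 200 lost the threshold, 150 passed it and 3 reversed. The fit had 3 libraries per group, and single reads limit only the genes at the floor.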

Differences from the paper's values

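In the fit without a block or weights, no value the paper states for a measure computed here differed from it by the criteria used. These ask for a difference above the error and, for counts and lengths, above 1.5 times. Under the alternatives some log2 fold changes differed from those of Dataset EV1 and others did not. That of *Chst10* was -3.68 with a pseudocount of 1 against -5.08 in the paper's table. The lengths of the PCR products of Fig EV5 are not the same, although they are within these criteria. The distance between the outer primer ends on NCBIM37 is 1000 bp against the paper's 949 bp for the wild-type band, and the predicted deleted product is 380 bp against the paper's 400 bp. No alternative applies to these lengths. The paper states that *Gata2* is increased and that *Cebpa* is lowered in dox-treated MEPs. Both moved in the stated direction. In the fit without weights neither passed an adjusted p of 0.05 over all genes tested (0.070 for *Gata2* and 0.058 for *Cebpa*, limma). Both passed with voom precision weights, which were chosen after seeing the values (0.035 for *Gata2* and 0.044 for *Cebpa*). The paper's table also gives *Cebpa* an adjusted p of 0.044 (limma). *Gata2* is not in the part of that table used. Over all alternatives the adjusted p ran from 0.00060 to 0.211 for *Gata2* and from 0.0023 to 0.187 for *Cebpa*. Of the alternatives set before the data were examined, both passed with a pseudocount of 1, with the filter on a mean of at least 5 CPM, with a mean-variance trend and with array quality weights. *Gata2* also passed without dox-treated replicate 3, and *Cebpa* after quantile normalization. Both also passed with the other fits with voom precision weights, with the replicate block or with array quality weights, which were chosen after seeing the values.

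The part of Dataset EV1 used has 562 genes under an adjusted p of 0.05 by the paper, and 378 of the genes compared were under it here. With voom precision weights, chosen after seeing the values, the count was 562, the same 562 genes were called, and the log2 fold changes differed from the paper's by at most 5.0e-06. In the paper's table but not here, the named genes *Gzmb*, *Cebpa*, *Steap3*, *Cebpb*, *Gdf3*, *Slc7a5*, *Plk1* and *Ikzf1* are under 0.05, and all of them passed with the same weights. Of the alternatives set before the data were examined, a mean-variance trend and array quality weights also called all of these genes. At an adjusted p under 0.1 all 562 of the paper's genes were called, and of these 559 were under 0.05 with a mean-variance trend and 559 with array quality weights.

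The paper draws *Tal1* among the lowered erythroid program genes and names it among lowered factors. By RT–qPCR in sorted MEPs it reports significantly lower *Tal1* with dox, a measurement not analysed here. In the RNA-seq the log2 fold change of *Tal1* was -0.19 with an adjusted p of 0.36 (limma). *Tal1* passed under none of the alternatives, with an adjusted p from 0.22 to 0.96. With voom precision weights, which gave the paper's calls in the part of Dataset EV1 used, the adjusted p was 0.31 (limma). The RNA-seq values therefore do not rule out the RT–qPCR result. The paper places the bound region further upstream of *Tal1* than the 20.8 kb measured here from its centre to the annotated gene start.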

Other observations

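The tests of the other splits for the Fig EV3B genes and for the B and T cell and mitochondrial stress lists, of depth, of the sex of the mice and of the megakaryocyte genes in Fig EV3B were chosen only after the results were seen. The tests set earlier were set after a fit of single genes had been seen. For 939 genes past the threshold, 1 of the 4 comparable splits, the real one, gave as many, and other splits gave at most 2. For the 6 genes of Fig EV3B past the threshold, 1 of the 4 comparable splits gave as many. The camera p was as small in 2 of the 4 for the mast cell list, 2 for the erythroid list, 2 for the megakaryocyte list, 3 for the B and T cell list and 4 for the mitochondrial stress list. Over all 10 splits it was as small in 3 for the mast cell list, 5 for the erythroid list, 4 for the megakaryocyte list, 8 for the B and T cell list and 10 for the mitochondrial stress list, and 1 gave as many genes past the threshold. The split of dox-treated replicates 1 and 2 and untreated replicate 3 against the rest had 1897 genes at an unadjusted p under 0.05, against 3533 in the real split.

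On the first principal component dox-treated replicate 3 lay between the other dox-treated libraries and the untreated ones. On the second it lay outside both groups, at -51.7 against -4.83 to 20.2 for the other libraries, and its mean log2 CPM over the granulocyte-monocyte list, 2.75, was the lowest of the 6. It was not the shallowest library, with 16153600 reads, the most of the 6. If it held a share of cells without induced *Nanog*, every gene would lie at about the same fraction of the way from untreated to dox-treated replicates 1 and 2. *Nanog* lay at 0.754 of the way, while the middle of the 193 raised genes lay between 0.113 and 0.436 (median 0.221) and the 66 lowered genes had a median of 1.01. A simple mixture with cells that lack induced *Nanog* therefore does not account for it. That the replicate held a different composition of cells was not tested.

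The mast cell list had 0 of 6 granule protease genes of mature mast cells among the listed genes (*Mcpt1*, *Mcpt2*, *Mcpt4*, *Cma1*, *Tpsab1* and *Tpsb2*). By these 6 genes there was no sign of mature mast cells among the sorted MEPs. The mast cell protease gene *Cpa3* was listed and higher (log2 fold change 2.93, adjusted p = 0.0096, limma), so mature mast cells are not excluded as a source of the rise. The median of the mast cell list was 0.44 after GC content, length and mean expression were regressed out. The 3 rescalings of the libraries did not lower it, with medians from 0.51 to 0.60 against 0.49. Of the 14 genes drawn for the mast cell program 8 are in the megakaryocyte list. Without its members drawn in Fig EV3B, *Gata2* and *Lat2*, the mast cell list had a camera adjusted p of 0.017, but this concerns genes outside the drawn program and cannot tell which genes carry that program. That reduced list was tested in a single setting. For the full mast cell list the adjusted p ran from 0.00037 to 0.574 across the alternatives.

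If induced *Nanog* had switched on its embryonic stem cell partners, most of a list of 26 such genes would be listed and raised. Of these 5 were listed and 0 were higher past the threshold, with 1, *Klf5*, higher in mean (log2 fold change 1.61, adjusted p = 0.086, limma) and at an unadjusted p under 0.05. *Klf5* passed with the replicate block (adjusted p = 0.047) and in 5 of 19 alternatives in all, with adjusted p from 0.0022 to 0.237. Sex of the mice was checked with *Xist*, whose adjusted p was 0.624 (limma). Over the alternatives it ran from 0.016 to 0.951 and was under 0.05 in 1 of 19. Expression of *Xist* was 1809.5 ± 411.6 CPM (SD, n = 3) with dox and 1598.2 ± 106.0 CPM (SD, n = 3) without. Of 4 Y-linked genes 0 were listed in the table used here. A difference in sex between the groups is therefore unlikely to be behind the genes past the threshold.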
